# Emerging cooperativity between Oct4 and Sox2 governs the pluripotency network in early mouse embryos

**DOI:** 10.7554/eLife.100735

**Published:** 2025-02-27

**Authors:** Yanlin Hou, Zhengwen Nie, Qi Jiang, Sergiy Velychko, Sandra Heising, Ivan Bedzhov, Guangming Wu, Kenjiro Adachi, Hans R Scholer

**Keywords:** embryonic development, inner cell mass, chromatin accessibility, transcriptome, Oct4, Sox2, Mouse

## Abstract

During the first lineage segregation, mammalian embryos generate the inner cell mass (ICM) and trophectoderm (TE). ICM gives rise to the epiblast (EPI) that forms all cell types of the body, an ability referred to as pluripotency. The molecular mechanisms that induce pluripotency in embryos remain incompletely elucidated. Using knockout (KO) mouse models in conjunction with low-input ATAC-seq and RNA-seq, we found that Oct4 and Sox2 gradually come into play in the early ICM, coinciding with the initiation of Sox2 expression. Oct4 and Sox2 activate the pluripotency-related genes through the putative OCT-SOX enhancers in the early ICM. Furthermore, we observed a substantial reorganization of chromatin landscape and transcriptome from the morula to the early ICM stages, which was partially driven by Oct4 and Sox2, highlighting their pivotal role in promoting the developmental trajectory toward the ICM. Our study provides new insights into the establishment of the pluripotency network in mouse preimplantation embryos.

## Introduction

Following fertilization, mouse embryos undergo a series of cell divisions and differentiation in the first few days. Zygotes and 2-cell blastomeres are totipotent and can form both embryonic and extra-embryonic supporting tissues. After several rounds of divisions, embryos undergo compaction at the morula stage and specifies the trophectoderm (TE) and inner cell mass (ICM). The ICM further segregates into the primitive endoderm (PE) and the epiblast (EPI) in the subsequent blastocyst stage. All cell types of the fetus can develop from the EPI, a feature known as pluripotency. During the establishment of pluripotency, dramatic molecular changes occur such as shifts in epigenetic modifications, chromatin accessibility, and transcriptome (Deng et al., 2014; Guo et al., 2010; Wang et al., 2018; Wu et al., 2016; Zhang et al., 2016; Zhang et al., 2018). The precise mechanisms involved in establishing the transient pluripotent state during development remain elusive.

Oct4 (encoded by *Pou5f1*) and Sox2 are prominent transcription factors (TFs) that regulate early embryonic development. In mice, Oct4 is expressed in all the cells of the compacted morulae, while Sox2 is first expressed in the inside cell and identified as one of the earliest markers to distinguish the inner from the outer cells (Guo et al., 2010; Palmieri et al., 1994; White et al., 2016). Both factors are confined to the pluripotent EPI at the late blastocyst stage (Avilion et al., 2003; Palmieri et al., 1994). *Pou5f1* and *Sox2* knockout (KO) leads to embryonic lethality around embryonic day (E) 4.5 and E6.0, respectively (Avilion et al., 2003; Nichols et al., 1998). Although *Pou5f1*- or *Sox2*-KO embryos develop apparently normal EPI, they fail to give rise to embryonic stem cells (ESCs) (Avilion et al., 2003; Nichols et al., 1998) and *Pou5f1*-KO embryos cannot contribute to embryonic tissues in chimera assays (Wu et al., 2013), suggesting that Oct4 and Sox2 are required for the EPI to acquire or maintain pluripotency. Surprisingly, *Pou5f1-* and *Sox2-KO* mouse embryos still express many pluripotency markers, such as Nanog, *Klf4,* and *Zfp42* (*Rex1*) (Avilion et al., 2003; Frum et al., 2013; Le Bin et al., 2014; Stirparo et al., 2021; Wicklow et al., 2014; Wu et al., 2013). The controversy between the loss of pluripotency and the maintenance of the pluripotency-related genes in *Pou5f1-* and *Sox2-KO* EPI prompted us to investigate the role of Oct4 and Sox2 in early mouse embryos.

Recent studies suggested that Oct4 and Sox2 may function before the blastocyst stage. The long-lived presence of exogenous Oct4 and Sox2 proteins on DNA was observed in some of the 4-cell blastomeres, that tended toward the ICM rather than the TE (Plachta et al., 2011; White et al., 2016), suggesting that they may play a role in the initial lineage segregation between ICM and TE. Oct4 is also thought to contribute to the dramatic gain of chromatin accessibility at the 8-cell stage (Lu et al., 2016). Unlike in mouse embryos, the loss of OCT4 expression in human embryos compromises blastocyst development, leading to the downregulation of *NANOG* in the ICM and *CDX2* in the TE (Fogarty et al., 2017). Oct4 controls zygotic genome activation in zebrafish and human, but not in mice (Gao et al., 2018; Leichsenring et al., 2013). Thus, when and how Oct4 and Sox2 function in the early embryogenesis varies from species to species.

Oct4 and Sox2 play preeminent roles in maintaining the pluripotency-related transcriptional network in ESCs (Masui et al., 2007; Niwa et al., 2000). However, it remains unclear how these two TFs regulate pluripotency-related genes in embryos. The obvious obstacles are the heterogeneity and the scarcity of the preimplantation embryos. Unlike ESCs, which comprise a homogenous cell population, individual cells within embryos gradually differentiate into three cell types, EPI, PE, and TE. This inherent cellular heterogeneity within embryos, coupled with the temporal variability in development across different embryos, poses a significant challenge when investigating the molecular processes using conventional molecular techniques. For instance, using the entire blastocyst or ICM for qPCR and bulk RNA-seq analysis would inevitably lead to a dilution and blur of the molecular processes within EPI (Frum et al., 2013; Wu et al., 2013). Although single-cell genomics is powerful to dissect cellular heterogeneity, it suffers from high dropouts, which may lead to inaccuracies in genomic profiles and cell identities (Minow et al., 2023). Due to the scarcity of embryos, it is unfeasible to compensate for the inaccuracy by increasing the number of cells. For example, single-cell RNA-seq (scRNA-seq) still faces challenges in accurately distinguishing between ICM and TE progenitors in compacted morula, as well as between EPI and PE progenitors in the early ICM (Deng et al., 2014; Li et al., 2023; Yanagida et al., 2022).

MEK inhibitor (MEKi) promotes the ground state of ESCs by suppressing the PE-inducing ERK signaling pathway (Ying et al., 2008). In embryos, MEKi has been shown to activate Nanog in ICMs, effectively suppressing the development of PE and directing the entire ICM toward a pluripotent EPI fate (Nichols et al., 2009). The naïve pluripotency and readiness for differentiation of MEKi-treated EPI has been confirmed by its contribution to chimaeras with germline transmission. MEKi may thus facilitate the study of molecular events within the EPI cells by reducing the heterogeneity in ICMs.

In this study, we analyzed the transcriptome and global chromatin accessibility in the *Pou5f1*- or *Sox2*-KO mouse embryos using low-input RNA-seq and ATAC-seq. The effects of *Pou5f1*-KO and *Sox2*-KO are relatively small in morulae, but become evident in ICMs at the blastocyst stage. Oct4 and Sox2 mainly activate pluripotency-related genes cooperatively through the putative enhancers containing the composite OCT-SOX motifs. We observed a substantial reorganization of open chromatin regions and transcriptome in the early ICM, which was disturbed in absence of either Oct4 or Sox2. These results indicate the critical roles of Oct4 and Sox2 in establishing the pluripotency network during early mouse development.

## Results

### Generation of maternal-zygotic KO embryos

To investigate the role of Oct4 and Sox2 in the development of preimplantation embryos*,* we produced four transgenic mouse lines: *Pou5f1*-KO labeled with mKO2 (monomeric kusabira-orange 2, *Pou5f1^mKO2^*), *Sox2*-KO labeled with EGFP (*Sox2^EGFP^*), floxed *Pou5f1* (*Pou5f1^flox^*), and floxed *Sox2* (*Sox2^flox^*) (Figure 1A and B; Materials and methods). Although the expression of mKO2 and EGFP is driven by the constitutive mouse PGK promoter, we observed that the expression of these reporters is weak until the 8-cell and blastocyst stages, respectively, when the strong zygotic expression of Oct4 and Sox2 is observed.

**Figure 1.**
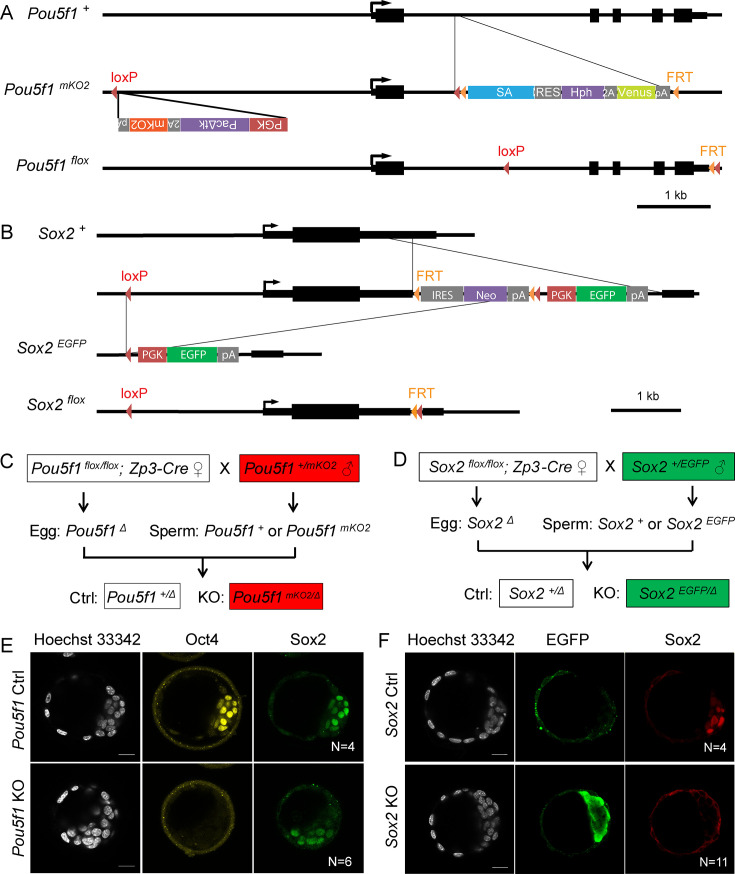
Generation of maternal-zygotic knockout (KO) embryos. (**A**) Schemes of mKO2-labeled *Pou5f1*-KO (*Pou5f1^mKO2^*) and *Pou5f1 ^flox^* alleles. (**B**) Schemes of EGFP-labeled *Sox2*-KO (*Sox2^EGFP^*) and *Sox2 ^flox^* alleles. (**C**) Mating strategy for *Pou5f1* Ctrl and KO embryos. (**D**) Mating strategy for *Sox2* Ctrl and KO embryos. (**E**) Immunostaining with embryos separated based on the mKO2 fluorescence. (**F**) Immunostaining with embryos separated based on the EGFP fluorescence. N, the number of embryos. Scalebar, 20 μm. Figure 1—source data 1.Imaging data of Pou5f1+ mKO2- embryos in panel E. Figure 1—source data 2.Immunostaining of the Pou5f1- mKO2+ embryo in panel E. Figure 1—source data 3.Imaging data of Sox2+ EGFP- and Sox2- EGFP+ embryos in panel F.

**Figure 1—figure supplement 1.**
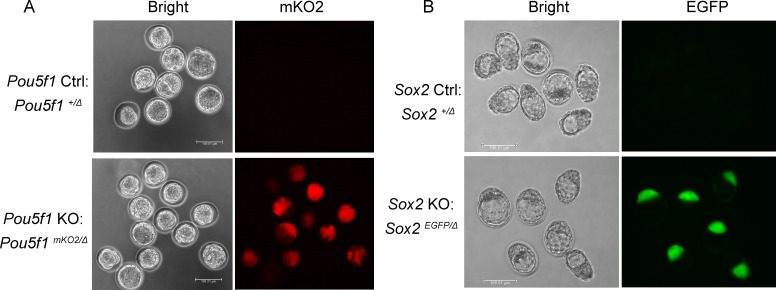
Validation of the transgenic embryos. (**A**) The mKO2-labeled *Pou5f1*-KO embryos were identified under fluorescent microscopy at E2.5+1 day. Scalebar, 100 μm. (**B**) The EGFP-labeled *Sox2*-KO embryos were identified under florescent microscopy at E2.5+2 days. Scalebar, 100 μm. Figure 1—figure supplement 1—source data 1.Live imaging of embryos.

**Figure 1—figure supplement 2.**
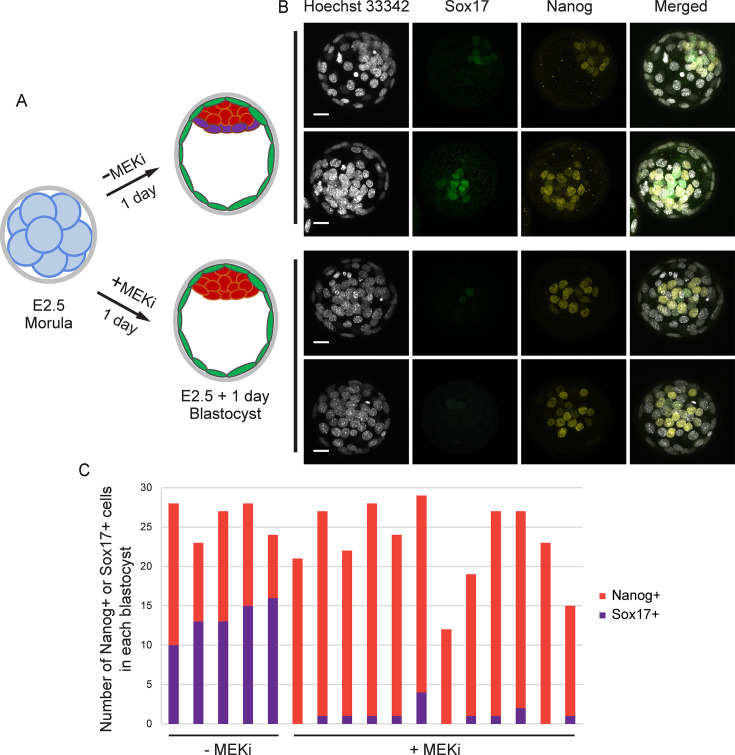
Validation of the effect of MEK inhibitor (MEKi). (**A**) The scheme of MEKi (PD0325901, 1 μM) treatment. (**B**) Immunostaining of Sox17 and Nanog in the blastocysts treated with or without MEKi. Scalebar, 20 μm. (**C**) The number of Sox17+ or Nanog+ cells in each blastocyst. Figure 1—figure supplement 2—source data 1.Imaging data of embryos.

*Pou5f1 ^+/mKO2^* and *Sox2 ^+/EGFP^* heterozygous male mice were mated with *Pou5f1 ^flox/flox^; Zp3-Cre* and *Sox2 ^flox/flox^; Zp3-Cre* maternal KO female mice, respectively, to generate fluorescently labeled maternal-zygotic KO and unlabeled maternal KO (herein called control, Ctrl) embryos (Figure 1C and D). These reporter systems allow prospective identification of KO embryos using fluorescent microscopy (Figure 1—figure supplement 1, Figure 1—figure supplement 1—source data 1), so we were able to pool embryos with the same genotype. Immunostaining results confirmed that the mKO2+ and EGFP+ embryos lost Oct4 and Sox2 proteins, respectively (Figure 1E and F, Figure 1—source data 2, Figure 1—source data 3).

### Oct4 and Sox2 regulate the chromatin landscape and transcriptome in the ICM

To assess the genome-wide molecular impact of the loss of Oct4 and Sox2, we performed low-input ATAC-seq and RNA-seq using early (E2.75) and late (E3.25) compacted morulae, as well as early (E3.75) and late (E4.5) ICMs (Materials and methods). 

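ATAC-seq reports open chromatin from the places where the Tn5 transposase inserts into DNA. The ATAC-seq data covered 44 libraries in 12 conditions. *Pou5f1*-KO and Ctrl embryos were profiled as morulae (E2.75) and late morulae (E3.25), with 3 libraries in each condition, and *Pou5f1*-KO, *Sox2*-KO and both sets of Ctrl embryos as ICMs of an early (E3.75) or a late (E4.5) stage, with 4 libraries in each condition. *Sox2*-KO morulae were not analysed here. Each library was a pool of whole morulae, or of ICMs that had been cultured with 1 μM of the MEK inhibitor and isolated by immunosurgery, so a comparison of morula with ICM is also a comparison of these treatments. The authors trimmed the reads, mapped them to mm10 with Bowtie2, removed duplicates, kept uniquely mapped reads outside chromosome Y and the mitochondrial genome, shifted the read ends to the Tn5 insertion site and called peaks with MACS2. Insertions were counted by the authors in 200 bp windows around the merged summits, and the counts were transformed with the rlog function of DESeq2. The deposited values are these rlog values, which are on a log2 scale and pull weak peaks toward their mean over all libraries. The insertion counts were not used here, so the depth of each library is unknown. In the 1999 peaks of Supplementary file 4 that were used here, out of the paper's 152393, the paper's mean normalized count per peak had a median of 6.33, so single weak peaks rest on few insertions. The median rlog of a library lay between 2.35 and 2.63. Pearson correlation between replicates across peaks, which are not independent of each other, ranged from 0.762 in *Sox2*-KO early ICM to 0.908 in *Pou5f1* Ctrl late ICM. Each difference was tested on the rlog values with limma, fitted to the means of all conditions at once with 32 residual degrees of freedom, and adjusted over all peaks by the Benjamini-Hochberg method. A peak was called decreased or increased at an adjusted p-value under 0.05. The median residual SD was 0.589. In simulated data with this spread and 200 changed peaks per comparison, a log2 difference of 3 was called at 92.5% to 100% of the changed peaks of each KO comparison, a difference of 2 at 34.3% to 65.7%, and a difference of 1 at 1.52% to 6.06%. The share called rises with the number of changed peaks, so these rates are low for the ICM comparisons.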

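The peaks at the targeted genes were looked at first. Coordinates are those of GRCm38 with GENCODE vM21 annotation. *Sox2* lies on the plus strand of chromosome 3 from 34650405 to 34652461. The peak 380 bp upstream of it, from 34649826 to 34650025, falls within the part that the KO allele lacks. Its rlog was 0.81 ± 0.27 (SD, n = 4) in *Sox2*-KO early ICM and 2.36 ± 0.38 (SD, n = 4) in Ctrl, a difference of −1.54 (standard error 0.40, adjusted p = 0.013 from limma). In late ICM it was 0.72 ± 0.24 (SD, n = 4) and 2.98 ± 0.43 (SD, n = 4), a difference of −2.26 (adjusted p = 1e-05). The single *Sox2*-KO libraries lay between 0.49 and 1.19 and the Ctrl libraries between 1.96 and 3.28, so the groups did not overlap. *Sox2* Ctrl embryos carry an intact and a deleted copy. In *Pou5f1* Ctrl ICMs, with both copies intact, the rlog of this peak was 4.09 ± 0.34 (SD, n = 4) at the early and 4.48 ± 0.07 (SD, n = 4) at the late stage. It was also lower in *Pou5f1*-KO late ICM, by −1.22 (adjusted p = 0.019). The peak in the *Sox2* coding exon, from 34650925 to 34651124, also falls within the part that the KO allele lacks. It differed by −0.97 in early and −1.21 in late *Sox2*-KO ICM, which did not pass the threshold (adjusted p = 0.37 and 0.092). A loss that is built into the comparison was thus not called at this peak. *Pou5f1* lies on the plus strand of chromosome 17 from 35506018 to 35510772. The paper's methods describe a cassette in its intron 1 for the KO allele and the Discussion a removal of exons 2 to 5, so whether a loss of signal is built into that comparison is left open here. The peak in a coding exon, from 35509358 to 35509557, had an rlog of 1.86 ± 0.92 (SD, n = 4) in *Pou5f1*-KO and 2.33 ± 0.71 (SD, n = 4) in Ctrl early ICM (adjusted p = 0.6), and of 2.60 ± 0.59 and 2.62 ± 0.47 (SD, n = 4) in late ICM (adjusted p = 0.99). KO and Ctrl are not compared here at the peaks of the first exon and the intron. The coding exon peak alone does not tell the *Pou5f1*-KO libraries from their Ctrl. In the *Sox2* line, with both copies of *Pou5f1* intact, the Ctrl ICMs had 3.27 ± 0.73 and 4.16 ± 0.40 (SD, n = 4) at that peak.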

For ATAC-seq, we pooled embryos based on our reporter systems because single-embryo samples yielded sparse signals and too few peaks (data not shown). We opted to collect single morulae or ICMs for RNA-seq, as this approach enabled us to account for embryo-to-embryo variability and detect transcripts with greater sensitivity compared to scRNA-seq (Boroviak et al., 2015). Given that the ICM consists of the progenitors of EPI and PE cells, we treated the embryos with the MEKi (PD0325901) from E2.5 to suppress PE development and specify the entire ICM to the EPI (Nichols et al., 2009; Figure 1—figure supplement 2, Figure 1—figure supplement 2—source data 1).

Principal component analysis (PCA) of the ATAC-seq data reveals a clear clustering of samples based on the stages and genotypes (Figure 2A). 

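Over the centred rlog values of all peaks, the first principal component held 27.9% of the variance (SD 0.52 over fits that each left out 1 library) and the second 9.57% (SD 0.24). The first component parted the stages. The mean scores of the 4 morula conditions lay between 191 and 297, and those of the 8 ICM conditions between −185 and 9.2, while the SD within a condition was at most 42.5. The second component parted the genotypes of the ICMs. *Pou5f1*-KO late ICM scored 197 ± 26.3 (SD, n = 4) and its Ctrl −64.4 ± 13.5, *Sox2*-KO late ICM 67.3 ± 7.01 and its Ctrl −110 ± 17.8, *Pou5f1*-KO early ICM 111 ± 33.6 and its Ctrl −62.2 ± 25.6. In *Sox2*-KO early ICM the score was 19.8 ± 34 against −62.9 ± 43 in Ctrl. The third component, with 7.3% of the variance, parted the ICMs of the mouse lines. Ctrl early ICM scored −93 ± 9.01 (SD, n = 4) in the *Pou5f1* line and 28.1 ± 19.9 in the *Sox2* line. KO was therefore compared with Ctrl only within a line. The third component also parted *Pou5f1*-KO late morula (10.6 ± 18.2, SD, n = 3) from its Ctrl (94.9 ± 2.74). So did the first, with 263 ± 5.78 in KO and 191 ± 16.8 in Ctrl. In every comparison the KO mean on the first component lay above that of Ctrl, toward the morula side. Of the other settings tried, scaling each peak to unit variance moved the first component most, to 22.6%.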

The *Pou5f1*-KO early and late morulae clustered close to their Ctrl counterparts, while the *Pou5f1-* and *Sox2-*KO early and late ICM samples clustered separately from their Ctrl. 

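The separation of KO from Ctrl was measured as the distance between the mean rlog profiles, divided by the root mean square distance of the libraries from their own mean. The ratio was 1.1 in morula and 1.32 in late morula. An exact two-sided permutation test over the splits of the libraries gave p = 0.1 for both, which is the smallest p that 3 libraries against 3 allow. In early ICM the ratio was 1.33 for *Pou5f1*-KO (exact permutation p = 0.029, the smallest that 4 libraries against 4 allow) and 0.998 for *Sox2*-KO (exact permutation p = 0.057). In late ICM it was 1.74 for *Pou5f1*-KO and 1.42 for *Sox2*-KO, with the smallest possible p in both. Without any effect the ratio is larger for 3 libraries than for 4, so it was not compared between morulae and ICMs. The distance itself was 220 in late morula and 276 in *Pou5f1*-KO early ICM, against a median of 175 and 186 over all splits.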

In total, 152,393 peaks were identified across different stages and genotypes. Of these, 14,016 (9.2%) and 6637 (4.4%) showed significant decreases, while 11,884 (7.8%) and 3660 (2.4%) exhibited significant increases in *Pou5f1-* and *Sox2*-KO late ICM, respectively (Figure 2B; Supplementary file 4). 

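The deposited table holds 152393 peaks on chromosomes 1 to 19 and X, of which 4423 are on X. Their rlog values ranged from −1.65 to 10.03. The peak set was fixed over all stages and genotypes together, so a peak missing in 1 condition still has a value there, and all libraries were compared over the same windows.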

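In *Pou5f1*-KO late ICM 15404 peaks (10.1%) were decreased and 12481 (8.19%) increased, and in *Sox2*-KO late ICM 7440 (4.88%) and 4129 (2.71%). Among the settings tried, testing only the peaks at or above the median rlog moved the *Pou5f1* counts most, to 7674 decreased and 7714 increased. The *Sox2* increases fell to 2363 without *Sox2* KO replicate 3, 2640 without KO replicate 2 and 2673 without Ctrl replicate 1. The largest decrease in *Pou5f1*-KO late ICM with no overlap between the libraries was at a peak on chromosome 18, from 31568868 to 31569067 in an intron of *Slc25a46*, which holds the OCT-SOX sequence CTTTGTTATGCAAAC. Its rlog was 1.55 ± 0.46 (SD, n = 4) in *Pou5f1*-KO and 6.31 ± 0.25 (SD, n = 4) in Ctrl, a difference of −4.76 (standard error 0.37, adjusted p = 1.6e-19). In *Sox2*-KO late ICM the same peak differed by −1.78 (adjusted p = 0.00022). Next came a peak on chromosome 6, from 12815507 to 12815706, 66097 bp upstream of *Thsd7a*, with −4.61 in *Pou5f1*-KO and −4.35 in *Sox2*-KO. The largest decrease in *Sox2*-KO late ICM was at a peak on chromosome 5, from 12872964 to 12873163, 252251 bp upstream of *Sema3a*. There the rlog was 2.02 ± 0.77 in *Sox2*-KO and 6.61 ± 0.24 in Ctrl (SD, n = 4), a difference of −4.58 (standard error 0.37, adjusted p = 4e-18), and *Pou5f1*-KO differed by −2.93. The second was in a UTR of *Ssr2* on chromosome 3, from 88575730 to 88575929, with −4.49 in *Sox2*-KO and −3.88 in *Pou5f1*-KO. The largest increases were smaller. In *Pou5f1*-KO they were 3.56 at a peak 302948 bp downstream of *Foxo1* (chromosome 3, 52656169 to 52656368) and 3.22 at a peak 4830 bp upstream of *Ikzf2* (chromosome 1, 69692075 to 69692274). In *Sox2*-KO they were 2.52 at a peak 4342 bp downstream of *Abat* (chromosome 16, 8625910 to 8626109) and 2.51 at a peak 18922 bp upstream of *Gm3839* (chromosome 14, 11375648 to 11375847).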

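Decreased peaks made up 78.1% of the changed peaks in *Pou5f1*-KO morula, 83.3% in late morula, 66.3% in early ICM and 55.2% in late ICM. With the replicate number as a block the shares were 65% in late morula and 63% in early ICM. In *Sox2*-KO they made up 88.9% in early ICM and 64.3% in late ICM. The order held in every comparison on the rlog values as deposited. In *Pou5f1*-KO late ICM it rested on the scaling and on the weak peaks. After quantile normalization 13553 peaks were decreased and 13569 increased (50%), and among peaks at or above the median rlog the share was 49.9%. In the other comparisons decreased peaks stayed the larger group under both of these settings, with shares of at least 52.7%.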

The number of decreased peaks exceeded that of increased peaks across all the KO samples. K-means clustering of the 33,520 differential peaks identifies subsets of open chromatin regions that were differently affected by *Pou5f1-* and *Sox2*-KO (Figure 2C). 

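Over the 6 comparisons of KO with Ctrl, 37348 peaks were called in at least 1. In early ICM 1753 peaks were decreased in both knockouts, 6520 in *Pou5f1*-KO only and 1164 in *Sox2*-KO only, where 158 shared decreases were expected if the calls were independent. Increases in early ICM were shared at 38 peaks, with 10 expected, and 8 peaks changed in opposite directions. Membership of the k-means clusters was not used here. Peaks were grouped by their calls instead.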

Notably, compared to the peaks more reliant on Oct4 than Sox2 (Figure 2B, clusters 1 and 11), those highly reliant on both Oct4 and Sox2 (clusters 3, 8, and 14) show greater enrichment of the OCT-SOX motif. 

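As a stand-in for motif matrices, each peak was scanned on both strands for the OCT-SOX word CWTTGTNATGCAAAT. At most 3 mismatches were allowed, and 7658 peaks (5.03%) hold the word. Such a match has a chance of 6.9e-05 per position and strand in random sequence, so some of these peaks hold it by chance. The 5226 peaks decreased in both knockouts in late ICM stood for the peaks reliant on both factors. The 678 peaks decreased in *Pou5f1*-KO, not called in *Sox2*-KO and called in the limma test of the difference between the 2 knockout effects stood for the peaks more reliant on Oct4. The OCT-SOX word was present in 38.8% of the former and 20.6% of the latter, an odds ratio of 2.44 (two-sided Fisher's exact test, p = 1e-21, over peaks of the same libraries).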

The former group tended to be already open in the morula, while the latter group became open in the ICM. 

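These groups of peaks were chosen in late ICM libraries, and their rlog was then read in *Pou5f1* Ctrl embryos. Peaks more reliant on Oct4 had a mean rlog of 3.03 ± 0.045 (SD, n = 3) in morula and 4.25 ± 0.11 (SD, n = 4) in late ICM. Peaks decreased in both knockouts had 1.93 ± 0.091 (SD, n = 3) in morula and 3.57 ± 0.073 (SD, n = 4) in late ICM. The gap between the groups narrowed from −1.10 in morula to −0.68 in late ICM, a difference of −0.42 that was larger than the spread between libraries (exact two-sided permutation test, p = 0.029, the smallest that 3 against 4 libraries allow). When the groups were matched on their rlog in late ICM, the difference was −0.55. Both groups rose toward the ICM. Of the peaks decreased in both knockouts 58% were called higher in Ctrl early ICM than in morula, with a median difference of 1.28, and of the peaks more reliant on Oct4 44%, with a median difference of 0.89.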

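Of the peaks called in any KO comparison, 35648 (95.4%) lay more than 100 bp from every transcription start site of GENCODE vM21, compared with 89.4% of all peaks. The share ranged from 91.5% among the increased peaks of *Sox2*-KO early ICM to 98.8% among the increased peaks of *Pou5f1*-KO late morula. It was lowest for a decreased set in *Pou5f1*-KO late ICM, with 93.6%. When peaks within 1 kb of a start site were counted as proximal, 87.9% of the called peaks were distal, compared with 79.7% of all peaks. The authors used GENCODE vM23.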

Over 96.8% of the significantly changed peaks were identified as putative enhancers located distally to the transcription start sites (TSSs) (Figure 2—figure supplement 1A).

**Figure 2.**
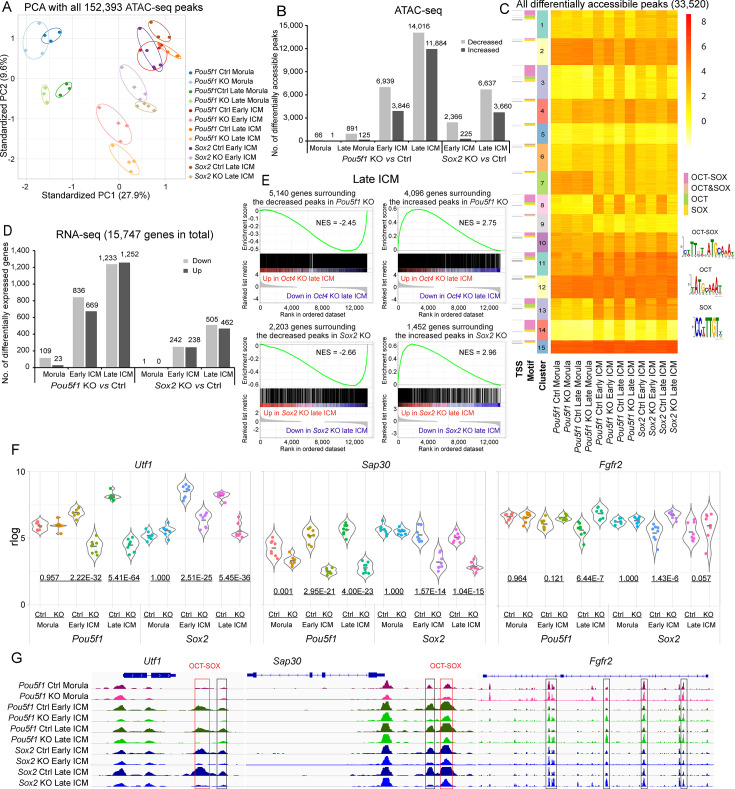
Oct4 and Sox2 regulate chromatin landscape and transcriptome in the inner cell mass (ICM). (**A**) Principal component analysis (PCA) plot of all the identified ATAC-seq peaks. (**B**) Number of differentially accessible ATAC-seq peaks in knockout (KO) vs Ctrl samples. Cutoff, adjusted p-value<0.05. (**C**) k-Means clustering of all the significantly differential ATAC-seq peaks in KO vs Ctrl in **B**. The heatmap is sorted by clusters, motifs, and transcription start sites (TSSs). Peaks located within 100 bp from TSS were considered as TSS peaks. OCT-SOX, OCT, or SOX motifs indicate that the peak contains the canonical OCT-SOX, OCT, or SOX motif, respectively, while OCT&SOX motif indicates that separate OCT and SOX motifs were discovered in one peak. Cutoff, adjusted p-value<0.05. (**D**) Number of differentially expressed genes in KO vs Ctrl samples. Cutoff, adjusted p-value<0.05 and log_2_ fold change≥1. (**E**) Gene set enrichment analysis (GSEA) shows the correlation between significantly changed ATAC-seq peaks and the transcription of genes whose TSSs are located within 10 kb of the peak centers in *Pou5f1*- or *Sox2*-KO late ICMs. NES, normalized enrichment score. (**F**) Examples of down- and upregulated genes. The underlined numbers represent the adjusted p-values. (**G**) The ATAC-seq profiles surrounding the genes in E. Boxes mark the differentially accessible peaks, and red boxes specifically mark those with the OCT-SOX motif.

**Figure 2—figure supplement 1.**
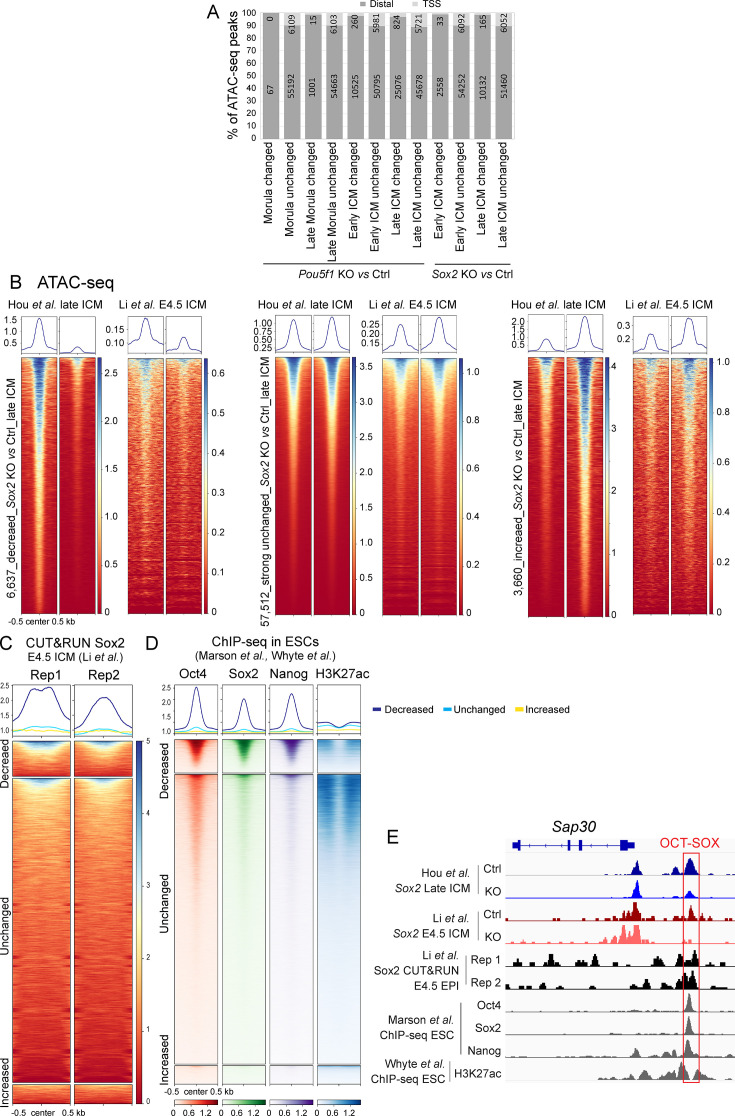
Quality check of the low-input ATAC-seq. (**A**) The location of ATAC-seq peaks relative to transcription start sites (TSSs). The number in each bar represents the number of peaks in each group. (**B and C**) ATAC-seq (**B**) and Sox2 CUT&RUN (**C**) profiles (Li et al., 2023) over the decreased, unchanged, and increased ATAC-seq peaks identified in our *Sox2-*KO late inner cell masses (ICMs). (**D**) ChIP-seq profiles of Oct4, Sox2, Nanog, and H3K27ac in embryonic stem cells (ESCs) (Marson et al., 2008) over the decreased, unchanged, and increased ATAC-seq peaks in our *Sox2*-KO late ICMs. To exclude spurious peaks, only strong unchanged peaks (57,512 out of 142,096) were used in the analysis from **C** to **E**. (**E**) IGV tracks displaying ATAC-seq and Sox2 CUT&RUN profiles (Li et al., 2023) in late ICMs, along with ChIP-seq profiles of Oct4, Sox2, Nanog, and H3K27ac in ESCs (Marson et al., 2008; Whyte et al., 2012), centered around the genomic locus of *Sap30*. Arrows mark the decreased ATAC-seq peaks.

**Figure 2—figure supplement 2.**
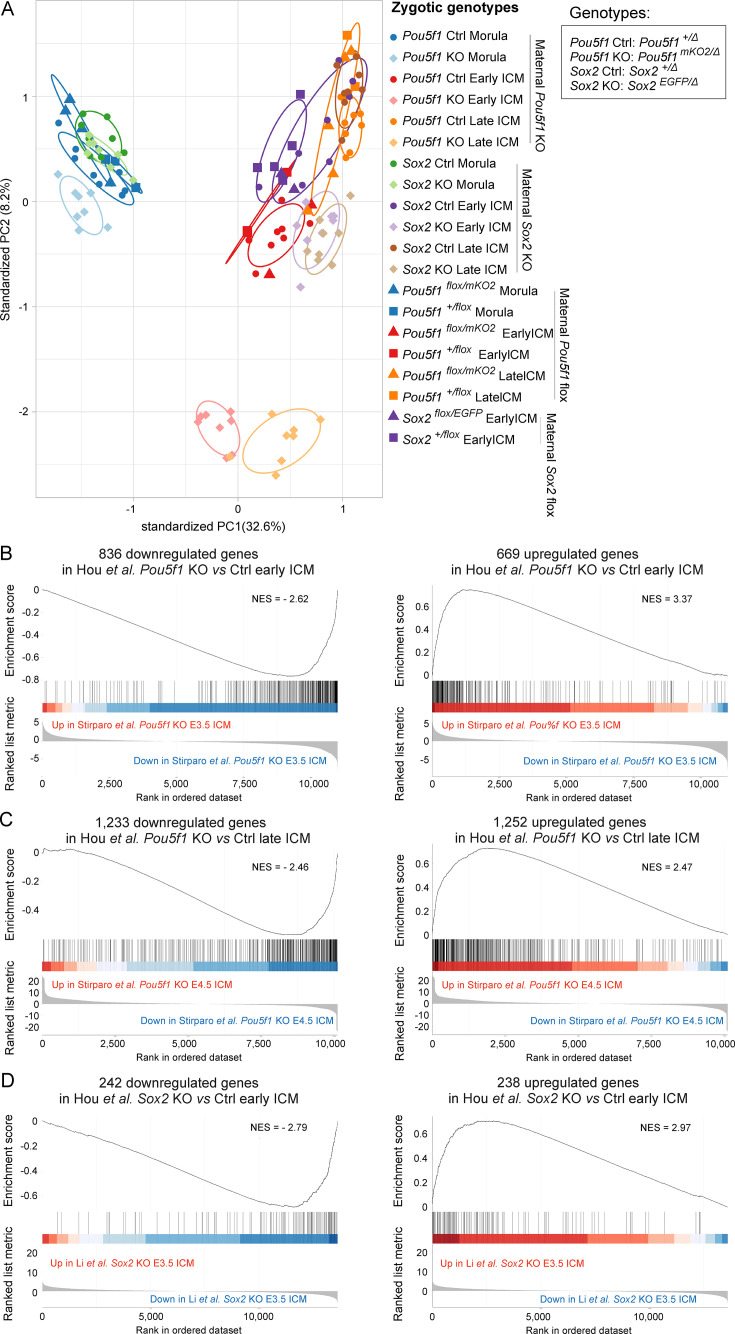
Quality check of the low-input RNA-seq. (**A**) Principal component analysis (PCA) plot illustrating the distribution of RNA-seq samples with the indicated stages and genotypes. (**B–D**) Gene set enrichment analysis (GSEA) plots of down- and upregulated genes identified in our *Pou5f1*-KO early inner cell mass (ICM) (**B**), *Pou5f1*-KO late ICM (**C**), and *Sox2*-KO early ICM (**D**) in the single-cell RNA-seq (scRNA-seq) dataset of ICM samples without MEK inhibitor (MEKi) (Stirparo et al., 2021; Li et al., 2023). NES, normalized enrichment score.

**Figure 2—figure supplement 3.**
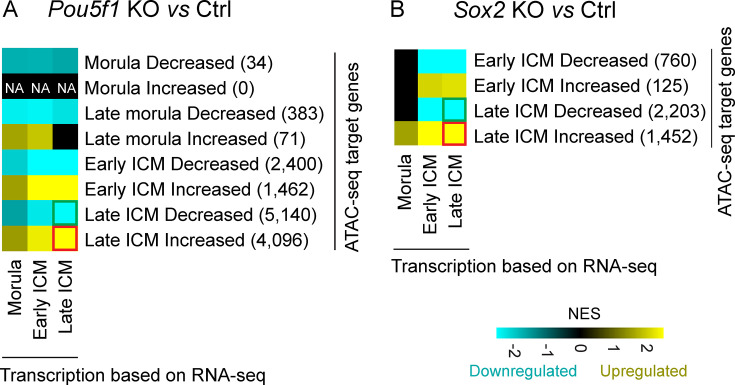
The correlation between chromatin accessibility and the transcription activity of surrounding genes. Heatmap of gene set enrichment analysis (GSEA) enrichment *Pou5f1*-KO (**A**) and *Sox2-*KO (**B**) samples. The analysis utilized genes with transcription start site (TSS) falling within a 10 kb proximity to the decreased or increased ATAC-seq peaks. The number in parentheses denotes the count of genes with TSS located within 10 kb of the significantly differential peaks in each module. NES, normalized enrichment score.

To validate the authenticity of the Sox2-regulated downstream ATAC-seq peaks identified in this study, we compared our data to a recent study that did not employ MEKi (Li et al., 2023). The trends observed in our *Sox2*-KO late ICMs, including decreased, increased, and unchanged peaks, remained consistent in the absence of MEKi (Figure 2—figure supplement 1B). Remarkably, the decreased ATAC-seq peaks were enriched with Sox2 CUT&RUN signals (Figure 2—figure supplement 1C). Analysis of published ChIP-seq data in ESCs (Marson et al., 2008; Whyte et al., 2012) shows that the peaks decreasing in the *Pou5f1*- or *Sox2*-KO late ICMs were frequently bound by Oct4, Sox2, and Nanog, and enriched with the active enhancer mark H3K27ac (Figure 2—figure supplement 1D). 

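*Sap30* lies on the minus strand of chromosome 8 from 57482707 to 57487860, and 4 peaks lie on it or within 10 kb. A pair of them, 1628 and 2210 bp upstream of the gene, was decreased in both knockouts in late ICM. At the nearer peak, from 57489488 to 57489687, the rlog was 3.28 ± 0.23 (SD, n = 4) in *Sox2*-KO late ICM and 5.20 ± 0.21 (SD, n = 4) in Ctrl, a difference of −1.91 (standard error 0.38, adjusted p = 0.00011 from limma). At the farther peak, from 57490070 to 57490269, it was 5.09 ± 0.31 and 6.43 ± 0.29 (SD, n = 4), a difference of −1.34 (standard error 0.34, adjusted p = 0.0038). In *Sox2*-KO early ICM the differences were −1.24 and −0.89 and did not pass the threshold (adjusted p = 0.057 and 0.19). Neither peak holds an OCT-SOX word at the limit used here.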

The Sox2-dependent peaks around the *Sap30* gene are shown as examples (Figure 2—figure supplement 1E). These data suggest that the decreased peaks identified in our ATAC-seq could be the potential targets of Oct4 and Sox2 in the ICM.

To assess the impact of *Pou5f1* and *Sox2* deletion on the transcriptome, we performed RNA-seq on individual morulae or ICMs. Maternal KO embryos (circles in Figure 2—figure supplement 2A) clustered together with wildtype embryos (triangles and squares) in the PCA, consistent with previous studies reporting no observable phenotype in maternal KO embryos (Avilion et al., 2003; Frum et al., 2013; Kehler et al., 2004; Nichols et al., 1998; Wicklow et al., 2014; Wu et al., 2013). Therefore, we employed maternal KO as our Ctrl group. In morulae, *Pou5f1*-KO had only a minor effect on the transcriptome (Figure 2D). 

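The number of peaks changed in *Pou5f1*-KO was 361 in morula, 987 in late morula, 12469 in early ICM and 27885 in late ICM. With the replicate number as a block, late morula had 2469 decreased and 1328 increased peaks. The change in the effect itself was tested between stages. From late morula to early ICM the *Pou5f1*-KO effect became more negative at 444 peaks and more positive at 84. From early to late ICM 0 peaks passed the threshold, with 5678 more negative and 6453 more positive at an unadjusted p under 0.05. In simulated data with 200 changed peaks, this test called 14.5% of the effects that differed by 2 between stages and 75% of those that differed by 3. With 5000 changed peaks it called 48.4% and 94.1%, so many differences of 2 would have been missed. Peaks decreased in late ICM only numbered 9267. In early ICM their median difference was already −0.64, and 90.1% of them were negative. Across peaks, which are not independent, the early and late ICM effects had a Pearson correlation of 0.661. The count in late ICM is thus higher than in early ICM, while a larger effect was not shown for any single peak in this test, which did not pair the libraries. Over peaks with an OCT-SOX word, relative to other peaks, the effect was lower in late ICM by −0.19. An exact permutation of the stage labels gave p = 0.052, and 0.029 with the early ICM libraries paired by number.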

We observed a progressively profound impact of *Pou5f1*-KO on the transcriptome from the morula to the late ICM, mirroring patterns at the chromatin level (Figure 2A–D). As Sox2 is only expressed at very low levels until the blastocyst stage anyway, the transcriptome in *Sox2*-KO morulae was not significantly affected. *Pou5f1-* or *Sox2*-KO altered the expression of 2485 (15.8%) and 967 (6.1%) genes in the late ICM, respectively (Figure 2D; Supplementary file 5). *Pou5f1*-KO had a greater effect than *Sox2*-KO on both the chromatin accessibility and the transcriptome (Figure 2A–D), suggesting Oct4 may play a more important role than Sox2. This is consistent with the earlier developmental arrest of *Pou5f1*-KO embryos at E4.5 compared to *Sox2*-KO embryos at E6.0. 

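In early ICM *Pou5f1*-KO changed 12469 peaks and *Sox2*-KO 3280, and in late ICM *Sox2*-KO changed 11569. The difference between the 2 knockout effects was tested directly. In early ICM the *Pou5f1*-KO effect was more negative at 567 peaks and more positive at 469 (adjusted p under 0.05), and in late ICM at 844 and 535. After quantile normalization the order in early ICM was the reverse, with 467 and 559. Most peaks called in 1 knockout were therefore not shown to differ between the knockouts. The mouse lines also differ in their Ctrl libraries, at 1370 peaks in early ICM and 2178 in late ICM, so this comparison crosses a difference between lines. From the larger number of changes, the paper proposes that Oct4 may be of greater importance than Sox2.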

Down- and upregulated genes identified in our *Pou5f1*- and *Sox2*-KO ICMs show enrichment with genes exhibiting down- and upregulation, respectively, in the studies without MEKi (Li et al., 2023; Stirparo et al., 2021; Figure 2—figure supplement 2B–D), confirming that MEKi did not alter the molecular functions of Oct4 and Sox2 in the ICM.

Next, we explored whether changes in chromatin accessibility affected the transcription of nearby genes, specifically those with TSSs located within 10 kb of the peak centers. Gene set enrichment analysis (GSEA) shows that the genes close to the decreased peak centers were frequently downregulated, whereas those near the increased peak centers were upregulated in the *Pou5f1-* and *Sox2*-KO embryos (Figure 2E; Figure 2—figure supplement 3). For example, the expression of *Utf1*, a known target of Oct4 and Sox2, as well as the accessibility of its well-characterized OCT-SOX enhancer decreased in the *Pou5f1-* and *Sox2*-KO ICMs (Nishimoto et al., 1999; Figure 2F and G). On the other hand, the expression of *Fgfr2* and the accessibility of ATAC-seq peaks within its introns increased in the *Pou5f1*- and *Sox2*-KO ICM. In addition, integration of the ATAC-seq and RNA-seq data allowed us to infer previously unknown targets of Oct4 and Sox2, such as *Sap30* and *Uhrf1*, which are essential for somatic cell reprogramming and embryonic development (Figure 2F and G; Cao et al., 2019; Li et al., 2017; Maenohara et al., 2017).

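*Utf1* lies on the plus strand of chromosome 7 from 139943789 to 139945112. Its enhancer is the peak 508 bp downstream, from 139945620 to 139945819, with the OCT-SOX sequence CATTGTTATGCTAGT on the minus strand from 139945681 to 139945695. In Ctrl early ICM its rlog was 5.22 ± 0.27 (SD, n = 4), and *Pou5f1*-KO early ICM had a difference of −3.72 (standard error 0.38, adjusted p = 6.1e-13 from limma). In late ICM the difference was −3.09 (adjusted p = 2.4e-10). *Sox2*-KO differed by −2.12 in early ICM (adjusted p = 6.3e-05), where KO had 3.01 ± 0.78 and Ctrl 5.13 ± 0.13 (SD, n = 4), and by −2.39 in late ICM (adjusted p = 1.1e-06). The *Pou5f1*-KO decrease in early ICM was not shown to be larger than that of *Sox2*-KO (difference of effects −1.60, adjusted p = 0.14). Within 10 kb a second peak, 1011 bp downstream, was also decreased in both knockouts in late ICM, by −1.19 in *Pou5f1*-KO and −1.23 in *Sox2*-KO. Another, in an exon of the neighbouring *Kndc1*, was increased in both, by 1.05 and 0.95.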

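*Fgfr2* lies on the minus strand of chromosome 7. In GENCODE vM21, 1 of its 27 transcripts stretches over 2960900 bp and across other genes. The other 26 lie between 130162451 and 130266263, and this part was chosen after the annotation had been seen. It holds 24 peaks. In late ICM 5 of them were increased in *Pou5f1*-KO and 6 in *Sox2*-KO, 3 in both, and none was decreased, with limma calls as for all peaks. In early ICM 2 were increased in *Pou5f1*-KO and 0 in *Sox2*-KO. The peaks increased in both are intronic and near each other. At the first, from 130192984 to 130193183, the rlog in late ICM was 6.13 ± 0.18 (SD, n = 4) in *Pou5f1*-KO and 5.33 ± 0.09 in Ctrl, a difference of 0.80 (adjusted p = 0.0042), and 6.52 ± 0.22 in *Sox2*-KO and 5.82 ± 0.36 in Ctrl, a difference of 0.71 (adjusted p = 0.026). At the second, from 130194349 to 130194548, the differences were 1.05 (adjusted p = 0.002) and 0.91 (adjusted p = 0.018). At the last, from 130195131 to 130195330, they were 0.87 (adjusted p = 0.028) and 1.34 (adjusted p = 0.00067). Over the full span with 10 kb on each side, which takes in neighbouring genes, 267 peaks were tested in late ICM, of which 8 were increased and 4 decreased in both knockouts. The smallest adjusted p in *Pou5f1*-KO late ICM was at a peak in an intron of *Btbd16*, from 130824047 to 130824246, with a difference of 2.52 (adjusted p = 1.2e-06), and 1.20 in *Sox2*-KO (adjusted p = 0.056). At the peak from 132344785 to 132344984 the differences in late ICM were 1.25 (adjusted p = 0.039) and 1.88 (adjusted p = 0.0021).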

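At the *Sap30* peak nearer to the gene, the rlog was 2.93 ± 0.84 in *Pou5f1*-KO and 5.23 ± 0.40 in Ctrl early ICM (SD, n = 4), a difference of −2.31 (standard error 0.38, adjusted p = 2.4e-06), and in late ICM the difference was −2.44 (adjusted p = 2.6e-07). The farther peak was lower by −1.36 and −1.76. *Uhrf1* lies on the plus strand of chromosome 17 from 56303321 to 56323486, with 10 peaks on it or within 10 kb. The peak with the smallest adjusted p in *Pou5f1*-KO late ICM, from 56300754 to 56300953, is 2368 bp from *Uhrf1* and closer to another gene, 468 bp upstream of *Arrdc5*. At the limit of mismatches it holds the OCT-SOX sequence CTTTATTTTACAAAT, a match that may be by chance. Its rlog in late ICM was 0.89 ± 0.35 in *Pou5f1*-KO and 3.76 ± 0.61 in Ctrl (SD, n = 4), a difference of −2.87 (standard error 0.45, adjusted p = 3.1e-07), and 1.46 ± 0.70 in *Sox2*-KO and 3.90 ± 0.21 in Ctrl (SD, n = 4), a difference of −2.44 (adjusted p = 2.5e-05). In early ICM it was lower by −2.43 (adjusted p = 3.2e-05) and −2.08 (adjusted p = 0.0013). The genes are paired with the peaks by distance only.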

Taken together, the data presented so far indicate that Oct4 and Sox2 play a crucial role in shaping the chromatin landscape and transcriptome in the ICM. Consequently, we observed apparently normal development of the *Pou5f1*- and *Sox2*-KO embryos up to the blastocyst stage.

### Oct4 and Sox2 activate the pluripotency network in the ICM

To further explore the role of Oct4 and Sox2, we wanted to find out which genes they might influence in the ICM. 

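In late ICM 5226 peaks were decreased in both knockouts, where 752 were expected if the calls were independent, and 1550 were increased in both, where 338 were expected. In opposite directions 51 peaks changed. Across all peaks, which are not independent, the 2 knockout effects had a Pearson correlation of 0.543. When the libraries of each comparison were split in other ways, the median absolute correlation was 0.0293 and the highest 0.19 over 324 pairs of splits. The knockouts have separate Ctrl libraries, so no shared Ctrl adds to this value. The same correlation was 0.311 in early ICM, where the highest of the other splits gave 0.296. The 9 enhancers of Supplementary file 1 all overlap a peak. In late ICM the peaks of *Prdm14* (−1.43 in *Pou5f1*-KO and −1.66 in *Sox2*-KO), *Sox2* SRR2 (−3.10 and −1.53) and *Klf2* (−1.50 and −1.87) were decreased in both knockouts. The *Nanog* proximal enhancer was decreased in *Pou5f1*-KO (−1.66, adjusted p = 5.3e-05) and not called in *Sox2*-KO (−0.47, adjusted p = 0.47), and the difference between these effects did not pass the threshold (adjusted p = 0.23). *Pou5f1* CR4 (−0.50, adjusted p = 0.083, and −0.14, adjusted p = 0.8) and the *Nanog* distal enhancer (−0.15, adjusted p = 0.61, and 0.07, adjusted p = 0.9) were called in neither.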

As expected, many of the differential ATAC-seq peaks were consistently changed in *Pou5f1*- and *Sox2*-KO late ICMs (Figure 3A, Supplementary file 4). However, there are a number of peaks exclusively changed in either *Pou5f1*- or *Sox2*-KO ICMs. 

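In late ICM 10178 peaks were decreased in *Pou5f1*-KO only and 2214 in *Sox2*-KO only, and 10931 and 2579 were increased in only 1 of them. A peak called in 1 knockout and not in the other need not differ between them. The effects themselves differed at 708 (6.96%) of the peaks decreased in *Pou5f1*-KO only and at 107 (4.83%) of those decreased in *Sox2*-KO only. For the increased peaks the numbers were 424 (3.88%) and 123 (4.77%). Peaks decreased in *Pou5f1*-KO only had a median difference of −1.43 there and −0.42 in *Sox2*-KO, and 77.5% of them were negative in *Sox2*-KO. Peaks decreased in *Sox2*-KO only had a median of −1.50 there and −0.62 in *Pou5f1*-KO, with 86% negative.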

The genes around the consistently decreased peaks were enriched for terms related to pluripotency and preimplantation embryonic development, such as cellular response to LIF signaling and stem cell population maintenance (Figure 3B, upper panel). The consistently elevated peaks preferentially located near the genes related to extraembryonic lineages and organogenesis, such as embryonic placenta, extraembryonic trophoblast, muscle, and neural tube (Figure 3B, lower panel). Interestingly, the genes near the peaks which decreased only in the *Pou5f1-*KO but not in the *Sox2-*KO ICM were enriched with terms of LIF signaling and blastocyst formation (Figure 3—figure supplement 1).

**Figure 3.**
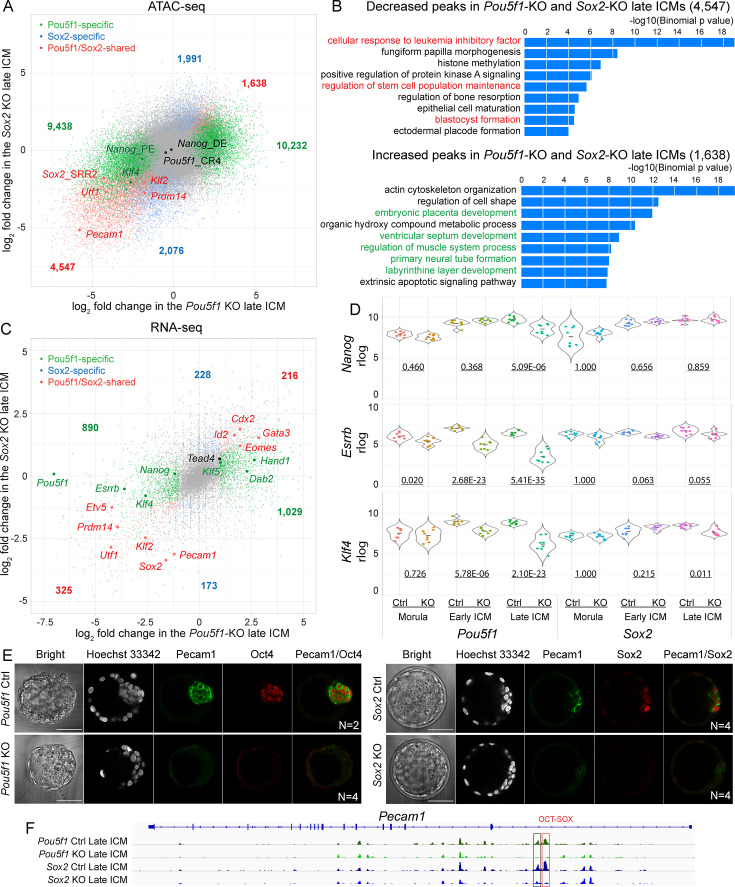
Oct4 and Sox2 activate epiblast (EPI)-specific genes and suppress trophectoderm (TE)-specific genes in inner cell mass (ICM). (**A**) A scatter plot shows the log_2_ fold change of ATAC-seq signals in the *Pou5f1*-KO and *Sox2*-KO late ICM. Colored dots represent the significantly changed peaks. Cutoff, adjusted p-value<0.05. (**B**) GREAT ontology enrichment analysis of the significantly changed peaks shared in the *Pou5f1*-KO and *Sox2*-KO late ICM. Red terms are related to the pluripotency and preimplantation embryonic development, and green ones are related to the development of embryonic and extraembryonic lineages in the post-implantation embryos. (**C**) A scatter plot shows the log_2_ fold changes of RNA-seq signals in the *Pou5f1*-KO and *Sox2*-KO late ICM. Cutoff, adjusted p-value<0.05 and log_2_ fold change≥1. (**D**) Violin plots of RNA-seq rlog values for *Nanog*, *Esrrb,* and *Klf4* in the embryos. The underlined numbers represent the adjusted p-values. (**E**) Immunostaining of Pecam1 in the late blastocysts (E2.5+2 days). Scalebar, 50 μm. (**F**) The accessibility of putative enhancers around *Pecam1* in ICMs. Boxes mark the decreased peaks and red box marks the peak with the OCT-SOX motif. Figure 3—source data 1.Imaging data of embryos in panel E. Figure 3—source data 2.Imaging data of embryos in panel E.

**Figure 3—figure supplement 1.**
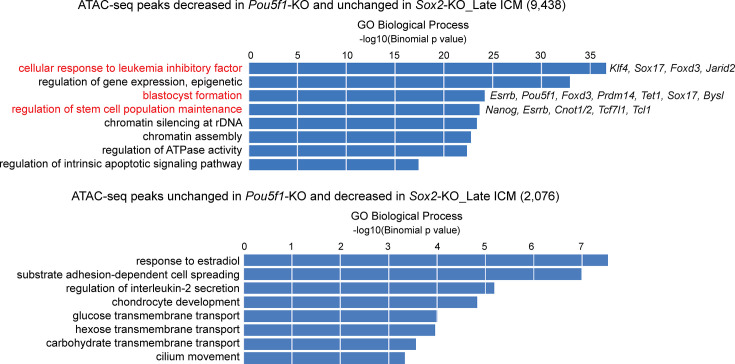
GREAT biological process enrichment analysis of ATAC-seq peaks specifically decreased in the *Pou5f1-*KO or *Sox2-*KO late inner cell masses (ICMs). Terms highlighted in red are related to the pluripotency and preimplantation embryonic development. Example genes of associated peaks are listed.

At the transcriptional level, many known pluripotency genes, such as *Klf2*, *Etv5*, *Prdm14,* and *Pecam1*, were downregulated in the *Pou5f1*- and *Sox2*-KO ICM (Figure 3C). In contrast, *Gata3, Cdx2,* and *Eomes*, which are important for TE development and differentiation (Ralston et al., 2010; Russ et al., 2000; Strumpf et al., 2005), were upregulated in the *Pou5f1*- and Sox2-KO ICM. Interestingly, we observed that *Nanog*, *Esrrb,* and *Klf4* were significantly downregulated in the *Pou5f1-*KO ICM, whereas they were not or only slightly downregulated in the *Sox2-*KO ICM (Figure 3C and D). Downregulation of *Pecam1* was confirmed at the protein level (Figure 3E, Figure 3—source data 1, Figure 3—source data 2). Chromatin accessibility at its putative enhancers also decreased accordingly (Figure 3F). 

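*Pecam1* lies on the minus strand of chromosome 11 from 106654217 to 106750628. Of the 24 peaks on it or within 10 kb, 4 were decreased in both knockouts in late ICM and none was increased in either. All 4 are intronic. The enhancer of Supplementary file 1, from 106724459 to 106724658, holds the OCT-SOX sequence TTTTGTTGTGCAAAC on the minus strand. Its rlog in late ICM was 1.31 ± 0.44 in *Pou5f1*-KO and 5.08 ± 0.46 in Ctrl (SD, n = 4), a difference of −3.76 (standard error 0.42, adjusted p = 5.9e-12 from limma). *Sox2*-KO had 1.54 ± 0.50 and its Ctrl 5.38 ± 0.42 (SD, n = 4), a difference of −3.84 (standard error 0.42, adjusted p = 5.2e-12). In early ICM it was lower by −3.11 and −1.94. At the other 3 peaks, which start at 106704478, 106713708 and 106723103 and hold no OCT-SOX word, the late ICM differences were −2.49, −1.49 and −2.45 in *Pou5f1*-KO and −1.31, −1.47 and −1.55 in *Sox2*-KO.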

Oct4 and Sox2 activated the components of several epigenetic modifiers, such as *Ezh2* (PRC2 H3K27me2/3 methyltransferase) and *Sap30* (a component of mSin3A histone deacetylase complex) (Figure 2F and G; Supplementary file 5), suggesting their potential contribution to establishing the ICM-specific epigenetic status through regulation of the epigenetic modifiers.

Taken together, the above data show that Oct4 and Sox2 regulate a large number of TFs, epigenetic factors, and signaling pathways in the ICM.

### Oct4 and Sox2 co-activate their targets through putative OCT-SOX enhancers

Although there is a general consensus on the cooperative binding of Oct4 and Sox2 to the OCT-SOX composite motif, the principle of the cooperation still remains controversial in different scenarios (Biddle et al., 2019; Chen et al., 2014; Friman et al., 2019; Li et al., 2019; Michael et al., 2020). Therefore, we investigated how Oct4 and Sox2 regulate their target open chromatin regions in the ICM. As expected, the OCT-SOX, OCT, and SOX motifs were also among the most enriched motifs in the group of decreased peaks in *Pou5f1*- or *Sox2*-KO ICMs (Figure 4A). 

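Words read off the logos in Figure 2C stood in for the motif matrices, with TATGCAAAT for OCT and CCWTTGTY for SOX, both without mismatches. Each share was compared with the unchanged peaks, and again with as many unchanged peaks matched on mean rlog and GC content, by two-sided Fisher's exact tests over peaks, adjusted over 140 tests. The OCT-SOX word was present in 29.3% of the decreased peaks of *Pou5f1*-KO early ICM and 3.66% of the unchanged peaks, an odds ratio of 10.9, which was 8.4 against matched peaks. In *Pou5f1*-KO late ICM the odds ratio was 8.29. In *Sox2*-KO it was 13.8 in early and 12.2 in late ICM. The OCT word had odds ratios of 6.75 and 5.58 in *Pou5f1*-KO early and late ICM (adjusted p = 5e-145 and 6.8e-161) and of 2.13 and 2.04 in *Sox2*-KO (adjusted p = 3.6e-06 and 2.1e-11). Against matched peaks the last of these fell to 1.26 and no longer passed the threshold (adjusted p = 0.15). The SOX word had 2.14 and 2.4 in *Pou5f1*-KO (adjusted p = 2.4e-60 and 6e-137) and 3.59 and 3.36 in *Sox2*-KO (adjusted p = 2.7e-86 and 4.5e-174). Among the 10 words scanned, the OCT-SOX word had the largest odds ratio for the decreased peaks of all 4 ICM comparisons.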

The motifs of other known pluripotency-related TFs, such as Klf2/4 and Esrrb, were also enriched at the decreased peaks. 

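The KLF word GCCMCRCCCH was present in 6.6% of the decreased peaks of *Pou5f1*-KO late ICM and in 10.1% of the unchanged peaks, an odds ratio of 0.629 (adjusted p = 4.6e-47). In the other ICM comparisons the odds ratio for decreased peaks was 0.545, 0.265 and 0.474. It stayed below 1 against peaks matched on GC content, from 0.561 to 0.874. The ESRRB word TCAAGGTCA was present in 4.62% of the decreased peaks of *Pou5f1*-KO late ICM and 3.33% of the unchanged peaks, an odds ratio of 1.4 (adjusted p = 9.2e-15), which was 1.08 against matched peaks (adjusted p = 0.21). In *Pou5f1*-KO early ICM its odds ratio was 1.11 (adjusted p = 0.12) and turned to 0.85 against matched peaks (adjusted p = 0.068). In *Sox2*-KO it was below 1, with 0.677 in early and 0.712 in late ICM (adjusted p = 0.0017 and 6.8e-06). The words stand in for the KLF5 and ESRRB matrices of the paper, which were not used here. The paper's enrichment came from the PscanChIP tool, whose background was not used here either. Whether the word or the background makes the difference from the paper was not tested.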

The elevated peaks were enriched for the GATA, TEAD, EOMES, and KLF motifs, but not for the OCT-SOX, OCT, or SOX motifs. Additionally, the gain of chromatin accessibility occurred at later stages compared to the loss of chromatin accessibility (Figure 2B). Thus, the increased peaks may not represent the direct targets of Oct4 or Sox2, but rather may be a secondary effect of the upregulated TE TFs, such as *Gata3*, *Tead4*, *Eomes,* and *Klf5/6*, or the disruption of inhibitory interactions between Oct4/Sox2 and TE TFs (Niwa et al., 2005; Figure 3C; Supplementary file 5). 

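The GATA word AGATAAG was present in 20.5% of the increased peaks of *Pou5f1*-KO late ICM and 6.92% of the unchanged peaks, an odds ratio of 3.46, and in 20.2% of those of *Sox2*-KO late ICM, an odds ratio of 3.12 (adjusted p = 1.5e-142). Against matched peaks these were 2.53 and 1.99. The TEAD word ACATTCCA had odds ratios of 2.39 and 2.87 in late ICM (adjusted p = 4.6e-84 and 9.7e-53). The EOMES word AGGTGTGA had 1.15 in *Pou5f1*-KO (adjusted p = 0.014) and 0.781 in *Sox2*-KO (adjusted p = 0.032). The KLF word was depleted, with 0.555 and 0.49. In the 363 increased peaks of *Sox2*-KO early ICM it was present in 15.2%, compared with 9.51% of the unchanged peaks (odds ratio 1.7, adjusted p = 0.00099), and this did not pass the threshold against matched peaks (odds ratio 1.57, adjusted p = 0.086). The OCT-SOX word was depleted in the increased peaks of *Pou5f1*-KO late ICM (odds ratio 0.644, adjusted p = 1e-12) and had an odds ratio of 0.937 in *Sox2*-KO (adjusted p = 0.52). The OCT word had 0.103 and 0.958. The SOX word had 1.19 in *Pou5f1*-KO (adjusted p = 0.00029), which was 1.07 against matched peaks (adjusted p = 0.35), and 0.508 in *Sox2*-KO.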

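Increased peaks numbered 79 in *Pou5f1*-KO morula, 165 in late morula and 4196 in early ICM, and decreased peaks 282, 822 and 8273. In *Sox2*-KO early ICM 363 peaks were increased and 2917 decreased. Leaving out any of the 6 morula libraries moved both morula counts by over 1.5 times, to between 12 (without *Pou5f1* KO replicate 3) and 962 (without KO replicate 1) decreased peaks and 7 and 129 increased peaks. The increased peaks of early ICM fell to 2461 without *Pou5f1* Ctrl replicate 2 and 2634 without KO replicate 4, and those of *Sox2*-KO to 214, 229 and 183 without *Sox2* KO replicate 1, 2 and 3. Fitted with the replicate number as a block, since same-numbered libraries of late morula deviated together, late morula had 2469 decreased and 1328 increased peaks. Of the called peaks 78.1% were decreased in *Pou5f1*-KO morula, 83.3% in late morula, 66.3% in early ICM and 55.2% in late ICM. With the replicate number as a block the share was 65% in late morula. In early ICM it was then 63%, with 9743 decreased and 5734 increased peaks. The fall between these stages thus rests largely on the unpaired fit. With only the libraries compared, the morula share was 59.5%. Whether single increased peaks changed later than single decreased peaks was not tested.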

As a control, the CTCF motif was not enriched in either the decreased or increased peaks. 

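The CTCF word CCASYAGRKGGC, with at most 1 mismatch, was present in 7.48% of all peaks. In late ICM it was present in 4.06% of the decreased and 1.87% of the increased peaks of *Pou5f1*-KO, with odds ratios of 0.458 and 0.206 against the unchanged peaks (two-sided Fisher's exact test, adjusted p = 9.8e-94 and 7.5e-204). For *Sox2*-KO late ICM the shares were 4.33% and 1.74%, with odds ratios of 0.534 and 0.209. In early ICM the 4 odds ratios lay between 0.269 and 0.453. The word was thus less frequent in changed than in unchanged peaks, and it stayed so against matched peaks in these comparisons.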

We confirmed the enrichment of those motifs at distal peaks and concluded that the motif analysis was not biased by the small number of the TSS peaks in the dataset (Figure 2—figure supplement 1A, Figure 4—figure supplement 1).

**Figure 4.**
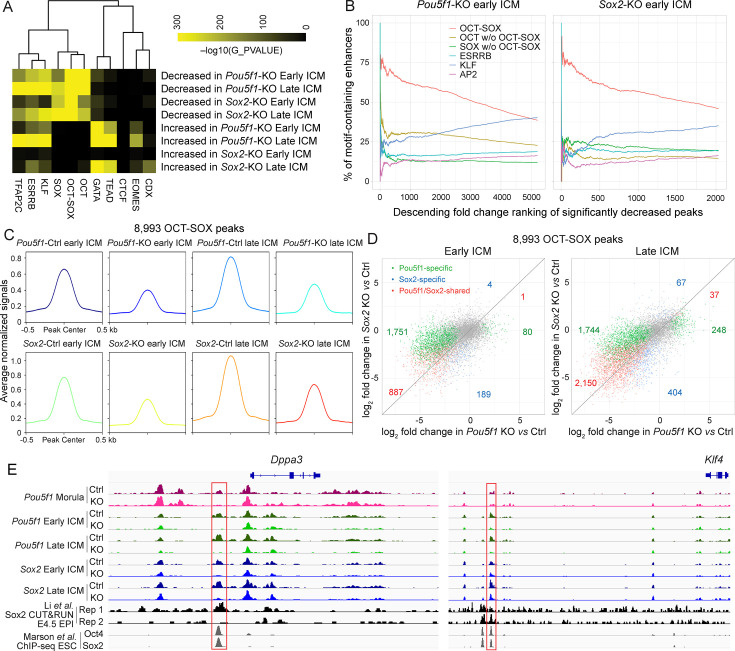
Oct4 and Sox2 activate OCT-SOX enhancers cooperatively and independently in inner cell mass (ICM). (**A**) Motif enrichment analysis of significantly changed ATAC-seq peaks in the *Pou5f1*-KO and *Sox2*-KO ICMs. (**B**) Occurrence of the motifs in the ranked peaks. The decreased enhancers were ranked by the fold reduction. The cumulative percentages of peaks containing at least one sequence for a given motif are plotted against ranks of peaks. (**C**) Average profiles of the 8993 OCT-SOX peaks across all the Ctrl and KO ICM samples. (**D**) Scatter plots show the log_2_ fold change of 8993 OCT-SOX peaks in the *Pou5f1*- and *Sox2*-KO late ICMs. (**E**) The profiles of ATAC-seq in early embryos, Sox2 CUT&RUN in E4.5 EPI (Li et al., 2023), and Oct4 and Sox2 ChIP-seq in embryonic stem cells (ESCs) (Marson et al., 2008) around the known OCT-SOX enhancers of *Klf4* and *Dppa3*. The red boxes mark the OCT-SOX enhancers.

**Figure 4—figure supplement 1.**
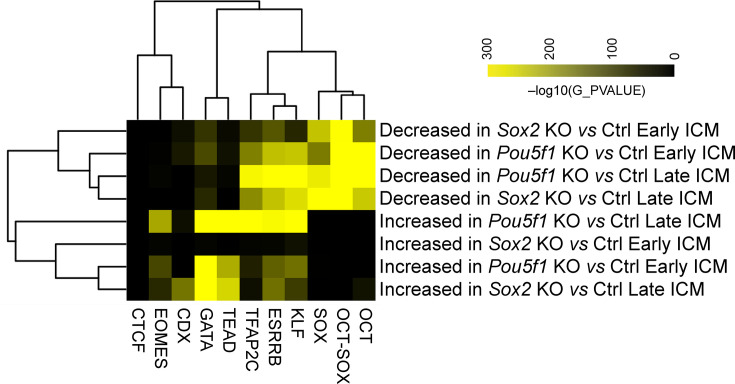
Motif enrichment analysis of significantly changed ATAC-seq peaks that are distal to transcription start sites (TSSs). The values are –log_10_(p-value).

**Figure 4—figure supplement 2.**
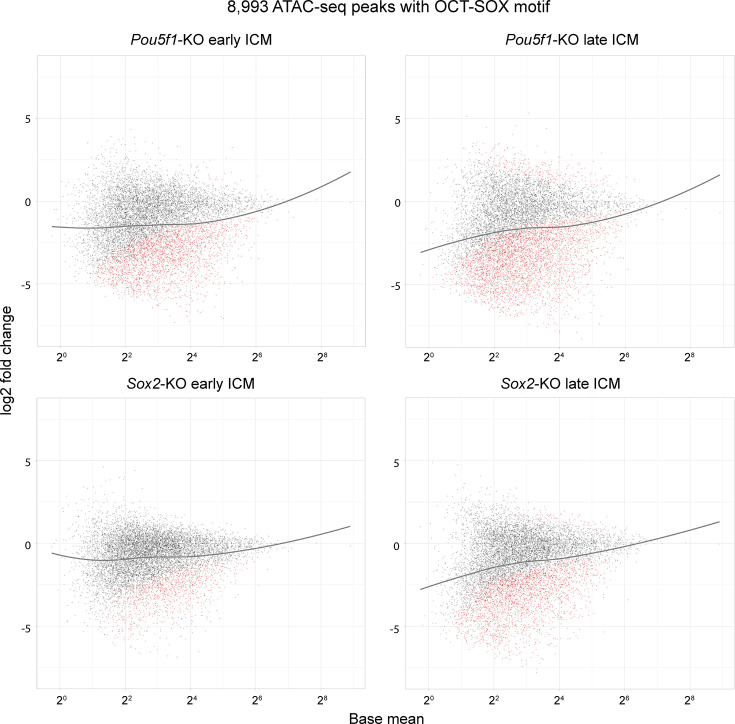
MA plots show the log_2_ fold change of the 8993 OCT-SOX peaks in *Pou5f1*- and *Sox2*-KO inner cell masses (ICMs). Black and red dots represent the unchanged and significantly changed peaks, respectively. Gray lines are the regression curves of the 8993 OCT-SOX peaks.

To investigate the effect of Oct4 and Sox2 on the chromatin accessibility, we focused on the peaks in the ICM. It is worth noting that the top decreased peaks in the *Pou5f1*- and *Sox2*-KO early ICM were most enriched with the OCT-SOX, but not the OCT or SOX motifs (Figure 4B), which suggests that Oct4 and Sox2 could maintain open chromatin to a greater extent at peaks containing the OCT-SOX motif (hereafter referred to as OCT-SOX peaks). 

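The decreased peaks of early ICM were ranked by their log2 difference. Among the 500 most decreased peaks of *Pou5f1*-KO early ICM, 55.4% held the OCT-SOX word, 11 times the share of all peaks, and among all 8273 decreased peaks 5.84 times the share did. In *Sox2*-KO early ICM 51.6% of the first 500 held it, 10.3 times the share of all peaks, and 38.7% of all decreased peaks. The OCT word was present in 6.6% and the SOX word in 10.4% of the first 500 of *Pou5f1*-KO, and in 2.2% and 15.2% of those of *Sox2*-KO. In peaks without an OCT-SOX word the OCT share was 4.04% among the first 500 of *Pou5f1*-KO and 3.11% among all its decreased peaks, compared with 0.611% of all such peaks. In *Sox2*-KO it was 0.826% and 0.951%. The SOX share in peaks without an OCT-SOX word was 10.8% among the first 500 of *Pou5f1*-KO and 14.5% among those of *Sox2*-KO, and 6.76% and 12.1% among all decreased peaks, compared with 3.99% of all such peaks. The share of OCT-SOX words fell steadily along the ranking. In 5 equal parts of the ranking, the decreased peaks of *Pou5f1*-KO had 50.2%, 35.8%, 26.2%, 19.8% and 14.7%. From this ranking the paper proposes that Oct4 and Sox2 keep chromatin open to a greater extent at OCT-SOX peaks.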

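With the decreased peaks of early ICM ranked from the most to the least decreased, the KLF word was present in 3.02% of the first of 5 equal parts and 7.38% of the last in *Pou5f1*-KO, and in 1.37% and 3.77% in *Sox2*-KO. It was thus more frequent at the moderately decreased peaks than at the most decreased ones. In every part of either ranking it was less frequent than among all peaks, of which 9.4% hold it.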

The KLF motif was more enriched at the moderately decreased peaks, indicating a possible secondary effect of downregulated *Klf2/4* (Figure 3C and D); alternatively, the depletion of Oct4 and Sox2 might lead to a decrease in DNA binding or the activity of Klf2/4 and other KLF TFs. In general, the accessibility of 8993 OCT-SOX peaks decreased in both the *Pou5f1*- and *Sox2*-KO early and late ICM (Figure 4C; Figure 4—figure supplement 2). Furthermore, majority of the decreased OCT-SOX peaks were shared in *Pou5f1*- and *Sox2*-KO late ICM (Figure 4D), suggesting that both TFs participate in keeping these peaks open. 

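Over the 7658 peaks with an OCT-SOX word, the median difference between KO and Ctrl was −0.68 in early and −0.89 in late *Pou5f1*-KO ICM, and −0.39 and −0.56 in *Sox2*-KO ICM. The median over the other peaks lay between −0.02 and 0.06. Between 70.6% and 76.2% of the OCT-SOX peaks were negative in each comparison. Their mean rlog was 1.94 ± 0.092 in *Pou5f1*-KO and 2.71 ± 0.14 in Ctrl early ICM, and 1.87 ± 0.059 and 2.83 ± 0.031 in late ICM (SD, n = 4). In *Sox2*-KO it was 2.21 ± 0.0086 against 2.73 ± 0.038 in early and 2.16 ± 0.072 against 2.87 ± 0.065 in late ICM (SD, n = 4). In all 4 comparisons every KO library lay below every Ctrl library (exact two-sided permutation test, p = 0.029, the smallest that 4 against 4 allow). Single peaks were called decreased at 2428 of the OCT-SOX peaks in *Pou5f1*-KO early, 3353 in late, 1130 in *Sox2*-KO early and 2358 in late ICM. With 1 mismatch fewer allowed, 1557 peaks held the word, and the medians were −1.26, −1.64, −0.83 and −1.19 in that order.

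**Figure D1:**
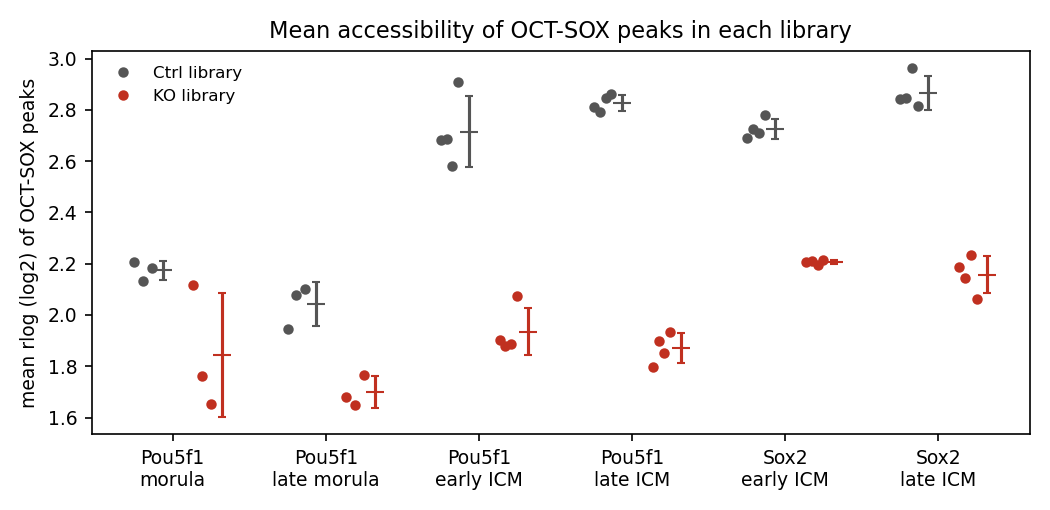
Mean rlog over the peaks with an OCT-SOX word in each ATAC-seq library, by condition. Points are single libraries (grey, Ctrl, red, KO), and bars show the mean ± SD of 3 morula or 4 ICM libraries. In the ICM the KO libraries lie below the Ctrl libraries of the same line and stage.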

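Of the OCT-SOX peaks called decreased in either knockout in late ICM, 2029 were decreased in both, 1324 in *Pou5f1*-KO only and 329 in *Sox2*-KO only, so 55.1% were shared. In early ICM 897 were decreased in both, 1531 in *Pou5f1*-KO only and 233 in *Sox2*-KO only, so 33.7% were shared. With 1 mismatch fewer allowed in the word, the shared part was 58.6% in late ICM. The limma test of the difference found a stronger decrease in *Pou5f1*-KO at 169 OCT-SOX peaks in late ICM and in *Sox2*-KO at 16, so most unshared calls were not shown to be specific to 1 factor. The paper proposes from the shared decreases that both TFs take part in keeping these peaks open.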

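*Dppa3* lies on the plus strand of chromosome 6 from 122626410 to 122630272. The peak with the smallest adjusted p in *Pou5f1*-KO late ICM is 1649 bp upstream, from 122624562 to 122624761, and holds the OCT-SOX sequence CTTTGACATGCAAAT on the minus strand. Its rlog in late ICM was 1.92 ± 0.82 in *Pou5f1*-KO and 5.63 ± 0.19 in Ctrl (SD, n = 4), a difference of −3.71 (standard error 0.39, adjusted p = 7.1e-13 from limma). *Sox2*-KO had 3.35 ± 0.59 and its Ctrl 5.26 ± 0.18 (SD, n = 4), a difference of −1.91 (adjusted p = 0.00021). In early ICM the differences were −3.66 and −1.64. *Klf4* lies on the minus strand of chromosome 4 from 55527143 to 55532466, and none of the 6 peaks on it or within 10 kb was called in either knockout in the ICM. The smallest adjusted p in *Pou5f1*-KO late ICM was 0.071, at a peak 1241 bp downstream, from 55525703 to 55525902, with a difference of −0.78, and *Sox2*-KO differed there by 0.73 (adjusted p = 0.16). In a fit of only the libraries compared, the *Pou5f1*-KO difference passed the threshold (adjusted p = 0.044). The enhancer that Supplementary file 1 names *Klf4*-B is 49425 bp downstream, from 55477519 to 55477718, with the OCT-SOX sequence ATTTGATATGCAAAG on the minus strand. In *Pou5f1*-KO its rlog was 3.80 ± 0.65 against 5.73 ± 0.37 in Ctrl early ICM and 3.31 ± 0.52 against 5.97 ± 0.27 in late ICM (SD, n = 4), differences of −1.94 (adjusted p = 7.1e-06) and −2.66 (adjusted p = 3.4e-10). In *Sox2*-KO it was 5.01 ± 0.31 against 5.31 ± 0.17 and 5.15 ± 0.06 against 5.93 ± 0.21 (SD, n = 4), differences of −0.30 (adjusted p = 0.81) and −0.78 (adjusted p = 0.15) that did not pass the threshold. In a fit of only the libraries compared, the late ICM difference did pass it (adjusted p = 0.012). The effects of the knockouts differed at this peak in late ICM by −1.88 (adjusted p = 0.022).

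**Figure D2:**
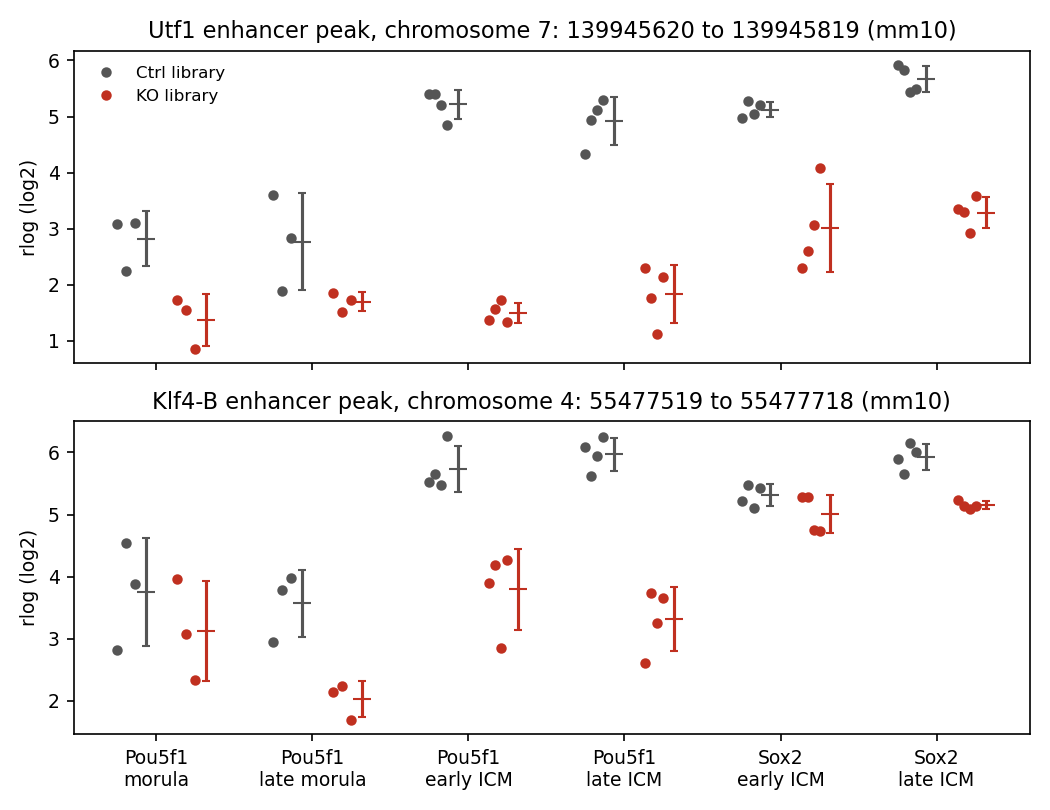
The rlog of the *Utf1* enhancer peak and of the *Klf4*-B enhancer peak in each ATAC-seq library, by condition. Points are single libraries (grey, Ctrl, red, KO), and bars show the mean ± SD. At *Klf4*-B in late ICM the *Pou5f1*-KO libraries average 3.31 and the *Sox2*-KO libraries 5.15.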

The known OCT-SOX enhancers of *Dppa3* and *Klf4*, which were enriched with the binding of Oct4 and Sox2, are shown as examples (Figure 4E).

The above results suggest that the putative enhancers containing the OCT-SOX motif are primary targets of Oct4 and Sox2 in the ICM.

### Oct4 and Sox2 promote the developmental trajectory toward ICM

In early embryos, individual blastomeres are initially totipotent and indistinguishable before segregating into the ICM and TE. We subsequently investigated factors that influence the cellular trajectory toward the pluripotent ICM. Around 50% of the peaks and genes exhibiting decreased trend in *Pou5f1-* or *Sox2-*KO early ICMs were found to be activated in the Ctrl ICM during the natural development (Figure 5A). 

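Peaks were called activated where their rlog was higher in *Pou5f1* Ctrl early ICM than in *Pou5f1* Ctrl morula. Of the peaks decreased in *Pou5f1*-KO early ICM 4947 (59.8%) were activated, and of those decreased in *Sox2*-KO early ICM 1789 (61.3%), compared with 16.5% of all peaks. The odds ratios were 9.09 and 8.54. Only 1.06% and 1.03% of the decreased peaks were called lower in Ctrl early ICM than in morula. *Pou5f1*-KO was compared with the same Ctrl early ICM libraries that define activation, which alone raises the share. In 5 simulated runs with unchanged groups against those Ctrl libraries, 34% of the peaks lower at an unadjusted p under 0.05 were activated, where the observed share by the same measure was 48.8%. With separate Ctrl libraries for choosing and for comparing, 46% and 45.6% of the decreased peaks were activated, compared with 10.5% and 12.2% of all peaks. The *Sox2* line has its own Ctrl libraries, and the share by the unadjusted measure was 43.4%.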

In alignment with earlier studies (Guo et al., 2010; Wu et al., 2016), a significant reorganization of open chromatin regions was observed upon the formation of the early ICM, resulting in the activation of 21,731 peaks (14.3%) (Figure 5B). 

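Between *Pou5f1* Ctrl morula and early ICM 25205 peaks were activated and 22181 (14.6%) were lower. Among the settings tried, testing only the peaks at or above the median rlog moved the lower peaks most, to 8441, with 17466 higher. After quantile normalization the order was the reverse, with 24626 lower and 23765 higher. Of the 25205 activated peaks 1766 were already higher in late morula than in morula, and 14558 were higher in early ICM than in late morula. Their median difference was 0.28 from morula to late morula, 1.22 from late morula to early ICM and 0.07 from early to late ICM. Between early and late ICM of *Pou5f1* Ctrl, 274 peaks were lower and 120 higher. These counts moved by over 1.5 times on leaving out most single libraries, and ranged from 68 (without *Pou5f1* Ctrl early ICM replicate 1) to 430 (without late ICM replicate 1) lower and from 43 (without late ICM replicate 2) to 173 higher peaks. ICMs were isolated and cultured with the MEK inhibitor, which the morulae were not.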

The most prominently elevated peaks in the early ICM locate close to genes involved in cellular response to LIF, maintenance of stem cell population, and blastocyst formation, in accordance with the developmental stage (Figure 5—figure supplement 1A). These peaks were enriched for OCT, SOX, and OCT-SOX motifs (Figure 5—figure supplement 1B). However, when Oct4 and Sox2 were absent, the accessibility of the elevated peaks was decreased in the early ICM (Figure 5C). 

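The OCT-SOX word was present in 9.59% of the activated peaks and 4.41% of the unchanged peaks, an odds ratio of 2.3 (two-sided Fisher's exact test over peaks, adjusted p = 1.7e-132 against matched peaks). The OCT word was present in 1.36% and 0.811% (odds ratio 1.69, adjusted p = 1.6e-08 against matched peaks), and the SOX word in 7.79% and 3.85% (odds ratio 2.11, adjusted p = 3.1e-91 against matched peaks). In the peaks that were lower in early ICM than in morula all 3 were less frequent than in the unchanged peaks, with odds ratios of 0.612, 0.543 and 0.587. The ESRRB and TFAP2C words were also more frequent in the activated peaks, with odds ratios of 1.74 and 1.79.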

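Over the activated peaks the median difference between *Pou5f1*-KO and Ctrl early ICM was −0.50, and 79.2% of them were negative, while the median over the other peaks was 0.06. Their mean rlog was 3.23 ± 0.17 in *Pou5f1*-KO and 3.85 ± 0.096 in Ctrl (SD, n = 4), and every KO library lay below every Ctrl library (exact two-sided permutation test, p = 0.029, the smallest possible). Sharing the Ctrl libraries between both steps gives a negative value without any effect. The simulated runs had a median difference of −0.10 with 60.5% negative. With separate Ctrl libraries the median was −0.47 and −0.37 in the 2 ways of splitting them (exact permutation p = 0.067 in both, the smallest that 4 against 2 libraries allow). In *Sox2*-KO, which shares no library with the choice of peaks, the median was −0.11, and 59% were negative. The median over the other peaks was 0.08. The mean rlog was 3.24 ± 0.18 against 3.49 ± 0.14 (SD, n = 4), and 3 of the 4 KO libraries lay below every Ctrl library, which did not pass the threshold (exact two-sided permutation test, p = 0.086). This test takes the libraries as unpaired. The deviations of same-numbered *Sox2* early ICM libraries correlated at 0.086 to 0.29, and in every such pair the KO library was the lower one. After quantile normalization the *Sox2*-KO median was −0.14 and the test gave the smallest possible p. In *Sox2*-KO late ICM, on the values as deposited, the median over the activated peaks was −0.14. There every KO library lay below every Ctrl library (exact two-sided permutation test, p = 0.029).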

In alignment with the chromatin dynamics, the transcriptome also underwent substantial rearrangements in early ICMs, resulting in the upregulation of 1115 genes (7.1%) (Figure 5D). These 1115 genes were enriched with genes downregulated in the *Pou5f1-*KO and *Sox2*-KO early ICM (Figure 5E). These data indicate a critical role of Oct4 and Sox2 in initiating ICM-specific chromatin and transcriptional programs.

**Figure 5.**
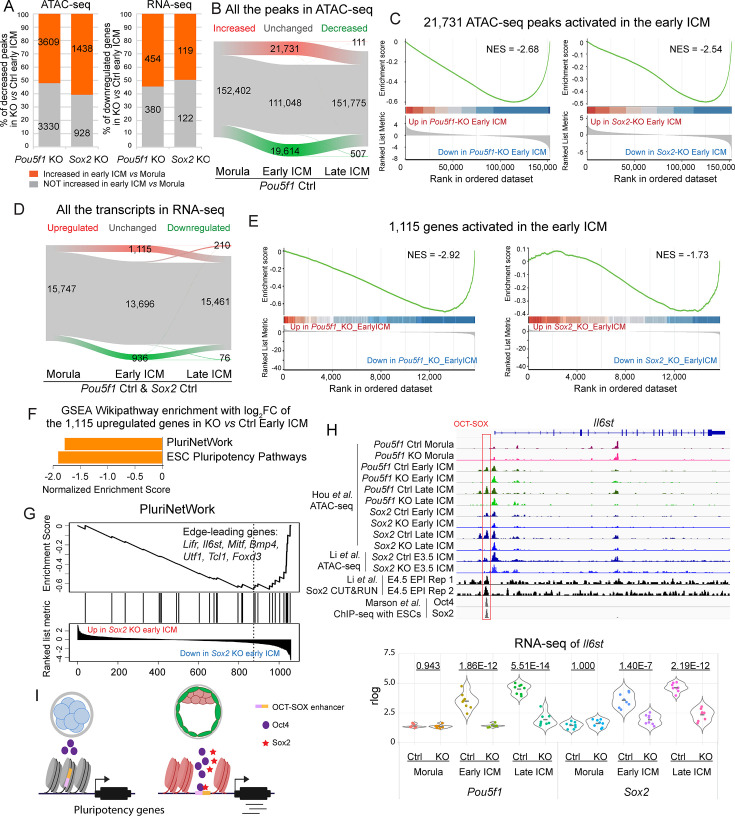
Oct4 and Sox2 promote the developmental trajectory from the morula to the inner cell mass (ICM). (**A**) Bar graphs show the dynamics of the decreased peaks (left) and genes (right) in *Pou5f1*- and *Sox2*-KO early ICMs from the morula to the early ICM. (**B and D**) Alluvial plots show the dynamics of chromatin accessibility (**B**) and transcriptome (**D**) from morula to late ICM in the Ctrl embryos. Green, gray, and red lines represent the decreased, unchanged, and increased peaks/genes, respectively. In D, only genes significantly up- or downregulated in both *Pou5f1* Ctrl and *Sox2* Ctrl embryos were considered as up- or downregulated genes, while all the rest were considered as unchanged genes. (C and E) Gene set enrichment analysis (GSEA) plots show the enrichment of the 21,731 ATAC-seq peaks (**C**) and 1115 genes (**E**) in *Pou5f1*-KO and *Sox2*-KO early ICMs. NES, normalized enrichment score. (**F**) The bar chart illustrates the GSEA Wikipathway enrichment in WebGestalt. The log_2_ fold change values of the 1115 upregulated genes (D) in *Sox2*-KO vs Ctrl early ICM were used in this analysis. False discovery rate (FDR)≤0.05. FC, fold change. (**G**) GSEA enrichment plot of the term PluriNetWork in F. NES, normalized enrichment score. (**H**) Upper panel: IGV tracks displaying ATAC-seq and Sox2 CUT&RUN profiles (Li et al., 2023), along with ChIP-seq profiles of Oct4 and Sox2 in embryonic stem cells (ESCs) (Marson et al., 2008), centered around the genomic locus of *Il6st*. Red box marks the OCT-SOX enhancer. Lower panel: violin plot showing the rlog values of *Il6st*. The underlined numbers represent the adjusted p-values. (**I**) Model of the activation of pluripotency-related genes in the early embryos.

**Figure 5—figure supplement 1.**
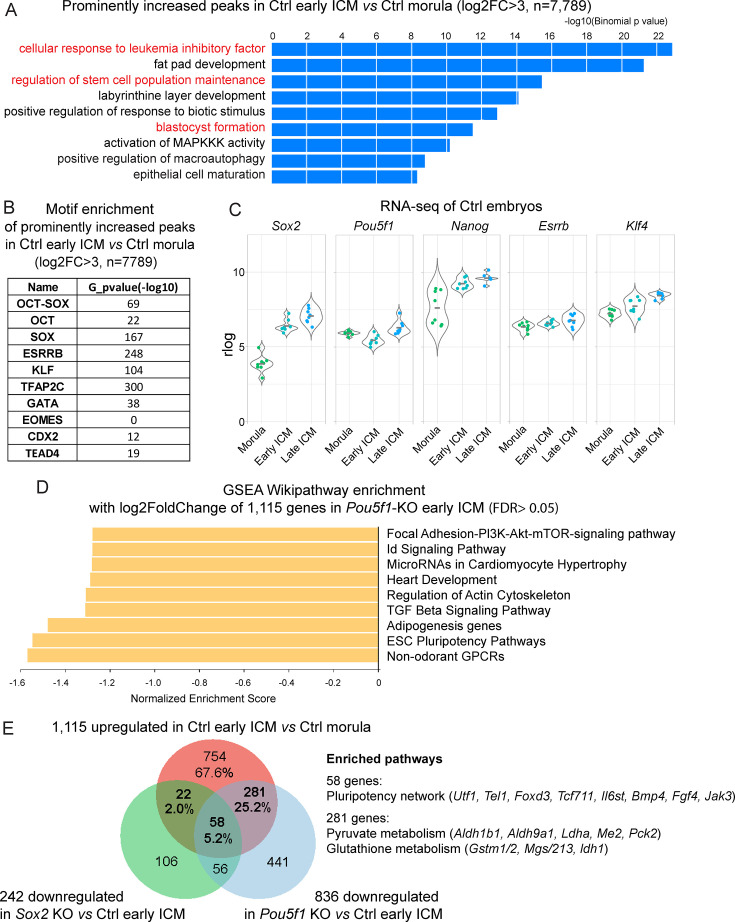
The dynamics of chromatin accessibility and transcriptome from morula to inner cell mass (ICM). (**A**) GREAT analysis was conducted on the most prominently elevated ATAC-seq peaks in *Ctrl* early ICM vs *Ctrl* morula. A log_2_ fold change cutoff of >3 was applied due to the limits of GREAT analysis with fewer than 10,000 peaks. (**B**) Motif enrichment analysis with PScan of the increased ATAC-seq peaks in *Ctrl* early ICM vs *Ctrl* morula. Cutoff, log_2_ fold change>3. (**C**) Expression of *Sox2*, *Pou5f1*, *Nanog*, *Esrrb,* and *Klf4* in morulae and ICMs (related to Figure 5). (**D**) Bar chart illustrating the gene set enrichment analysis (GSEA) Wikipathway enrichment in WebGestalt. The log_2_ fold change values of the 1115 upregulated genes (Figure 5D) in *Pou5f1*-KO vs Ctrl early ICM were used in this analysis. False discovery rate (FDR)>0.05. (**E**) Venn diagram showing the overlap between genes upregulated in early ICMs and those downregulated in *Pou5f1-*KO or *Sox2-*KO early ICMs. Pathway over-representation analysis was conducted on the genes upregulated in Ctrl early ICMs vs Ctrl Morula and downregulated in *Pou5f1*-KO vs Ctrl early ICM.

The network of naïve pluripotency is governed by a core regulatory circuit of TFs, including Oct4, Sox2, Nanog, Esrrb, and Klf4 (Adachi et al., 2018; Ng and Surani, 2011; Young, 2011). In particular, the activation of endogenous Sox2 represents a late-stage and deterministic event that triggers the fate toward pluripotency during reprogramming (Buganim et al., 2012). In mouse embryos, all the aforementioned TFs except Sox2 are highly expressed in the morula (Figure 5—figure supplement 1C); however, their expression does not seem sufficient to induce the mature pluripotent state at this stage. Therefore, we hypothesized that Sox2, in collaboration with Oct4, may activate the pluripotency-related genes in the early ICM. To investigate this hypothesis, we subjected the 1115 genes and their log_2_fold change in *Sox2*-KO and *Pou5f1-*KO early ICMs to GSEA Wikipathway analyses (Liao et al., 2019). This analysis revealed an enriched downregulation of genes associated with PluriNetWork and ESC pluripotency pathways in *Sox2*-KO early ICMs (Figure 5F). In *Pou5f1*-KO early ICMs, although such enrichment was not observed, a significant downregulation of pluripotency-related genes was evident (Figure 5—figure supplement 1D E). For example, in the early ICM, Oct4 and Sox2 activate *Utf1* and *Il6st* (also known as *gp130*, receptor of the LIF/STAT pathway) through the open chromatin regions containing OCT-SOX motif (Figures 2F, G, 5H). 

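*Il6st* lies on the plus strand of chromosome 13 from 112464070 to 112510086. The peak with the smallest adjusted p in *Pou5f1*-KO late ICM is 1326 bp upstream, from 112462545 to 112462744, with the OCT-SOX sequence TATTTAAATGCAAAT on the minus strand from 112462568 to 112462582. Its rlog in early ICM was 0.79 ± 0.27 in *Pou5f1*-KO and 4.51 ± 0.41 in Ctrl (SD, n = 4), a difference of −3.72 (standard error 0.43, adjusted p = 9.1e-11 from limma). *Sox2*-KO had 1.06 ± 0.72 and its Ctrl 3.89 ± 0.88 (SD, n = 4), a difference of −2.84 (standard error 0.43, adjusted p = 1.5e-06). In *Pou5f1* Ctrl embryos it rose by 3.55 from morula to early ICM (adjusted p = 6.2e-09), from 0.96 ± 0.58 (SD, n = 3). A second peak, 2638 bp upstream, holds no OCT-SOX word. There *Pou5f1*-KO early ICM was lower by −1.75 (adjusted p = 0.0027) and *Sox2*-KO early ICM did not differ (−0.10, adjusted p = 0.97), and in late ICM both were lower, by −2.66 and −1.90. The *Utf1* enhancer peak rose by 2.40 from morula to early ICM (adjusted p = 3.4e-06).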

Notably, the putative OCT-SOX enhancer of *Il6st* is enriched with Sox2 CUT&RUN signals. Additionally, Oct4 activated enzymes regulating the pyruvate metabolism (*Ldha, Me2, Pck2,* etc.) and glutathione metabolism (*Gstm1/2, Mgst2/3, Idh1*), consistent with previous studies highlighting Oct4’s role in metabolism regulation (Frum et al., 2013; Stirparo et al., 2021). These findings indicate that Sox2 expression might function as a temporal regulator in the activation of putative OCT-SOX enhancers and a subset of pluripotency-related genes in the early ICM.

In summary, above data suggest that Oct4 and Sox2 play pivotal roles in promoting the ICM fate in early mouse embryos.

## Discussion

Oct4 and Sox2 are key TFs for preimplantation embryonic development across species (Daigneault et al., 2018; Fogarty et al., 2017; Gao et al., 2022; Lee et al., 2013; Leichsenring et al., 2013). However, because of the paucity of embryonic cells, the timing and mechanisms of their function in regulating the EPI lineage remain unclear. In this study, we explored the roles of Oct4 and Sox2 in mouse preimplantation embryos using transgenic models.

Previous reports suggested that Oct4 and Sox2 could direct 4-cell blastomeres toward ICM fate (Plachta et al., 2011; White et al., 2016), and Oct4 facilitates chromatin opening at the 8-cell stage (Lu et al., 2016). 

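In *Pou5f1*-KO 0.185% of the peaks were decreased and 0.0518% increased in morula, 0.539% and 0.108% in late morula. With the replicate number as a block, which pairs the late morula libraries, the late morula counts rose from 822 and 165 to 2469 decreased and 1328 increased peaks. In early ICM 5.43% were decreased. In *Sox2*-KO early ICM the shares were 1.91% and 0.238%. At an unadjusted p under 0.05, 7061 peaks were lower and 5500 higher in *Pou5f1*-KO morula, and 7502 and 5769 in late morula. Morulae had 3 libraries per condition and ICMs 4. In the simulated data, with 200 changed peaks each, a log2 difference of 2 was called at 34.3% of the changed peaks in morula, 47.8% in late morula and 64.2% in *Pou5f1*-KO early ICM. With replicates 1 to 3 alone, *Pou5f1*-KO early ICM still had 5798 decreased and 2295 increased peaks, so the smaller number of libraries does not account for most of the lower count in morulae. The OCT-SOX peaks had a median difference of −0.26 in morula and −0.27 in late morula. At both stages every KO library lay below every Ctrl library in the mean over these peaks (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). No *Sox2*-KO morulae were among the libraries used here.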

Unexpectedly, our data showed that either *Pou5f1-*KO or *Sox2*-KO have minimal impact on global chromatin accessibility and transcription until the early blastocyst stage (Figure 2A–D). Oct4 is expressed at similar levels between morulae and ICMs; in contrast, Sox2 mRNA and protein levels are negligible in morulae, but are significantly upregulated in ICMs (Figure 5—figure supplement 1C; Palmieri et al., 1994; Wicklow et al., 2014). Therefore, in morulae, the function of Oct4 is likely limited by the insufficient levels of Sox2 and possibly other necessary factors. Another plausible limiting aspect could be epigenetic constraints. The epigenetic state and three-dimensional structure of the chromatin in the morula differ from those in the ICM, which may hinder Oct4 function (Du et al., 2017; Wang et al., 2018; Wang et al., 2014; Zhang et al., 2016).

Endogenous Oct4 is activated prior to Sox2 in both embryogenesis and reprogramming. In mouse embryos, Oct4 is initially highly expressed in all blastomeres from the 8-cell stage and later restricted to the EPI, whereas Sox2 is repressed by the Hippo pathway in early stages and is specifically expressed in the EPI (Frum et al., 2019; Guo et al., 2010; Wicklow et al., 2014). In reprogramming, the activation of endogenous Sox2 occurs later than the endogenous Oct4 and signifies the final phase of iPSC generation (Buganim et al., 2012). In both scenarios, the expression of Sox2 coincides with the setup of the pluripotent state. Our data show that *Sox2*-KO ICMs fail to fully activate the pluripotent program (Figure 3C). Recently, we reported that the loss of Sox2 might contribute to decreased developmental potential of pluripotent cells upon priming (MacCarthy et al., 2024). Above studies suggest that Sox2 plays a critical role in regulating the spatial-temporal full onset of pluripotency-related genes.

Loss of Oct4 and Sox2 impairs embryonic pluripotency, as evidenced by the inability of KO embryos to give rise to ESCs or contribute to the embryonic part in chimera assays (Avilion et al., 2003; Nichols et al., 1998; Wu et al., 2013). To date, only a few of pluripotency-related genes have been found downstream of Oct4 and Sox2 in mouse embryos. Here, we found that a large number of pluripotency-related genes were downregulated in *Pou5f1*-KO ICM, contrasting with previous reports which suggested that most pluripotency-related genes were maintained (Frum et al., 2013; Le Bin et al., 2014; Stirparo et al., 2021; Wu et al., 2013). This discrepancy may be due to differences in the experimental design. First, unlike previous study that used the whole blastocysts (Frum et al., 2013), we isolated an EPI cell population through immunosurgery and short-term inhibition of MEK while it did not alter Oct4/Sox2 target open chromatin regions and genes (Nichols et al., 2009; Figure 1—figure supplement 2; Figure 2—figure supplement 1B–D, Figure 1—figure supplement 2B–D). Second, we removed *Pou5f1* exons 2–5 (the whole DNA-binding POU domain), resulting in a complete ablation of Oct4 function (Figure 1A). In contrast, majority of the previous studies removed only exon 1 (Frum et al., 2013; Wu et al., 2013), which encodes for N-terminal transactivation domain. The remaining exons 2–5 might be translated and could retain partial function. Finally, unlike the previous study that used conventional KO (maternal-WT zygotic-KO) embryos (Stirparo et al., 2021), we used maternal-zygotic-KO embryos (Figure 1C). The residual levels of maternal Oct4 could have potentially rescued the KO.

Preimplantation embryos undergo dynamic epigenomic reprogramming, governed by multiple epigenetic modifiers. For example, *Ezh2* is required for the establishment and maintaining global H3K27me3, while *Uhrf1* maternal-KO embryos fail to form healthy morula due to disrupted DNA methylation and histone modifications (Cao et al., 2019; Maenohara et al., 2017; Puschendorf et al., 2008). Our data show that Oct4 and Sox2 activate components of epigenetic modifiers like *Ezh2*, *Uhrf1,* and *Sap30* (Figure 2F and G; Figure 2—figure supplement 1E; Supplementary file 5), suggesting their role in regulating epigenetic status.

While the cooperation of Oct4 and Sox2 on the OCT-SOX enhancers is widely acknowledged, there are still debates regarding their precise roles (Biddle et al., 2019; Chen et al., 2008; Han et al., 2022; Li et al., 2019; Michael et al., 2020; Velychko et al., 2019). In this study, most OCT-SOX peaks are more affected in *Pou5f1-*KO than in *Sox2*-KO ICMs, indicating that Oct4 plays a more important role than Sox2 in activating putative OCT-SOX enhancers in vivo. This observation aligns with a previous study showing that the forced expression of Oct4 can rescue pluripotency in *Sox2*-null ESCs (Masui et al., 2007). 

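Of the 7658 OCT-SOX peaks, 62.5% had a lower difference in *Pou5f1*-KO than in *Sox2*-KO in early ICM and 60.5% in late ICM, compared with 54.1% and 52.3% of all peaks. The mean effect over these peaks was lower in *Pou5f1*-KO by −0.26 in early ICM (permutation test of the line labels within KO and within Ctrl, two-sided, p = 0.046) and by −0.25 in late ICM (permutation p = 0.036). After quantile normalization the early ICM value was −0.18 and did not pass the threshold (permutation p = 0.15). Among the OCT-SOX peaks decreased in both knockouts, 64.2% in early and 60.4% in late ICM were more affected in *Pou5f1*-KO. A stronger decrease in *Pou5f1*-KO was called at 113 single OCT-SOX peaks in early ICM, and in *Sox2*-KO at 13. The knockouts come from different lines with their own Ctrl libraries.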

We believe that this outcome is unlikely to be attributed to compensation from other members in the Sox family. Sox1, Sox3, Sox15, and Sox18 are promising candidates as they can either rescue the *Sox2*-KO mESCs or replace Sox2 in reprogramming (Nakagawa et al., 2008; Niwa et al., 2016). However, our analysis reveals that *Sox1*, *Sox3,* and *Sox18* are expressed at extremely low levels in wildtype and *Sox2*-KO embryos (Supplementary file 5), suggesting that they are unlikely to be able to fulfill Sox2’s role (Deng et al., 2014). Sox15 exhibits indistinguishable expression levels in all three cell types at the blastocyst stage. Furthermore, *Sox15* KO mice displays normal health and fertility (Lee et al., 2004). Nonetheless, we cannot completely rule out the possibility of compensation by Sox15 in *Sox2*-KO embryos.

Our results highlight the crucial role of Oct4 and Sox2 in establishing the transcriptome and chromatin state in the pluripotent EPI. At the blastocyst stage, Oct4 and Sox2 work together to open the putative OCT-SOX enhancers and activate the pluripotency-related genes (Figure 5I). The absence of Sox2 and other factors likely limits the function of Oct4 in morulae. However, the upstream factors driving the activation of the core pluripotency regulatory circuitry remain unknown. Further studies are needed to deepen our understanding of the molecular mechanisms governing the embryonic pluripotency program and the early lineage segregation.

## Materials and methods

### Mice

To generate ESCs carrying a floxed *Pou5f1* allele (*Pou5f1^flox^*), the construct containing floxed *Pou5f1* exons 2–5 and a promoter-less FRT-IRES-βgeo-pA cassette was electroporated into germline-competent Acr-EGFP ESCs. Clones were screened for homologous recombination and transiently transfected with an FLP expression vector to remove the FRT cassette. To generate ESCs carrying a mutant *Pou5f1* allele linked to *mKO2* (*Pou5f1^mKO2^*), Acr-EGFP ESCs were targeted with the construct containing a PGK-pacΔtk-P2A-mKO2-pA cassette 3.6 kb upstream of the *Pou5f1* TSS and a promoter-less FRT-SA-IRES-hph-P2A-Venus-pA cassette in *Pou5f1* intron 1.

To generate ESCs carrying the floxed *Sox2* allele (*Sox2^flox^*), the construct containing the 5’ loxP site 1.9 kb upstream of *Sox2* TSS and a promoter-less FRT-IRES-Neo-pA cassette followed by the 3’ loxP site in the 3’ UTR of *Sox2* was electroporated into Acr-EGFP ESCs. Clones were screened for homologous recombination and transiently transfected with an FLP expression vector to remove the FRT cassette. To generate ESCs carrying a conditional allele of *Sox2* linked to *EGFP* (*Sox2^EGFP^*), Acr-EGFP ESCs were targeted with the construct containing the 5’ loxP site 1.9 kb upstream of *Sox2* TSS, and a promoter-less FRT-IRES-Neo-pA cassette, the 3’ loxP site, and a PGK-EGFP-pA cassette in the 3’ UTR of *Sox2*.

Chimeric mice were generated by morula aggregation and heterozygous mice were obtained through germline transmission. The surrogate morulae were obtained by breeding B6C3 F1 females with CD1 males. The *Zp3-Cre* transgenic mice were used to generate maternal KO alleles.

All mouse experiments and husbandry were conducted at the animal facility of the Max Planck Institute for Molecular Biomedicine, in compliance with the institute’s animal welfare guidelines. The study was performed under an approved protocol for animal care and use (84-02.04.2014.A239).

### Embryo collection

All the embryos for RNA-seq and ATAC-seq were collected from female mice superovulated with PMSG and hCG. Early and late morula samples were collected at E2.75 and E3.25, respectively. Early and late ICM samples were collected at E2.5 and cultured in KSOM with MEKi (PD0325901, 1 μM) until early and late blastocyst stages, respectively.

### ICM isolation

Zona pellucida was removed by brief incubation in prewarmed acidic Tyrode’s solution. ICM was obtained by immunosurgery. Briefly, blastocysts were incubated in 20% rabbit anti-mouse whole serum (Sigma-Aldrich) in KSOM at 37°C, 5% CO_2_ for 15 min, followed by three rinses in M2. Afterward, embryos were incubated in 20% guinea pig complement serum (Sigma-Aldrich) in KSOM at 37°C, 5% CO_2_ for 15 min, followed by three rinses in M2. In the end, ICM was isolated by repetitive blowing in mouth pipette to remove the debris of dead trophectoderm cells.

### Immunofluorescence

Immunofluorescence was performed using the following primary antibodies with dilutions: mouse monoclonal anti-Oct4 (sc-5279, Santa Cruz), 1:1000; goat anti-Sox2 (GT15098, Neuromics), 1:300; rabbit anti-mKO2 (PM051, MBL), 1:1000; rabbit anti-GFP (ab290, Abcam), 1:500; goat anti-Pecam1 (AF3628, R&D Systems), 1:300; rat monoclonal anti-Nanog (14-5761-80, Thermo Fisher Scientific), 1:100; goat anti-Sox17 (AF1924, R&D Systems), 1:1000 of 0.2 mg/ml.

### ATAC-seq and data analysis

ATAC-seq libraries were prepared as previously described with some modifications. 20–40 morulae or ICMs were pooled and lysed in the lysis buffer (10 mM Tris·HCl, pH = 7.4; 10 mM NaCl; 3 mM MgCl_2_; 0.15% Igepal CA-630; 0.1% Tween-20) for 10 min on ice. We added 0.1% Tween-20 to the lysis buffer as it greatly reduced reads mapped to mitochondrial DNA. Lysed embryos were briefly washed, collected in 2.0 μl PBS containing 0.1 mg/ml polyvinyl alcohol, and transferred to 3.0 μl Tn5 transposome mixture (0.25 μl Tn5 transposome, 2.5 μl tagmentation buffer, Illumina, FC-121-1030; 0.25 μl H_2_O). The samples were incubated in 37°C water bath for 30 min. Tagmentation was stopped by adding 2.0 μl 175 mM EDTA and incubated at 50°C for 30 min. Excess EDTA was quenched by 2.0 μl 160 mM MgCl_2_. The libraries were amplified in the following reaction: 9.0 μl Transposed DNA, 10.0 μl NEBNext High-Fidelity 2×PCR Master Mix (New England Biolabs, M0541S), 0.25 μl 100 μM PCR Index 1, 0.25 μl 100 μM PCR Index 2, and 0.5 μl H_2_O. The sequences of indexes 1 and 2 are in Supplementary file 2. The PCR program is as the following: 72°C for 5 min; 98°C for 30 s; 16 thermocycles at 98°C for 10 s, 63°C for 30 s, and 72°C for 1 min, followed by 72°C 5 min. Amplified libraries were purified twice with 1.2× AMPure XP beads. The sequencing was performed on the NextSeq 500 system with paired-end 75 bp.

Sequence reads were trimmed for adapter sequences using SeqPurge and trimmed reads no shorter than 20 bases were aligned to the mm10 mouse reference genome using Bowtie2 with a maximum fragment size of 2000. Duplicated reads were removed using Picard MarkDuplicates (Broad Institute, 2019) and only reads uniquely mapped to the standard chromosomes except chrY and chrM (mitochondrial genome) with mapping quality of at least 30 were used for the following analysis. Reads on the positive and negative strands were shifted +4 bp and −5 bp, respectively. Peak calling was performed using MACS2 with the following parameters: --keep-dup all -g mm --nomodel --shift –50 --extsize 100 -B --SPMR. Peaks that overlap with the blacklisted regions (https://sites.google.com/site/anshulkundaje/projects/blacklists; https://sites.google.com/site/atacseqpublic/atac-seq-analysis-methods/mitochondrialblacklists-1) and satellite repeats (RepeatMasker) were removed. Significant peak summits (q-value≤0.001) from biological replicates were merged for each sample group using BEDTools with a maximum distance between two summits to be merged of 200 bp. Only merged peak summits that overlap with summits from at least two replicates were retained. Reads per million (RPM)-normalized pileup signals in the bedGraph format were converted into bigWig files using the UCSC bedGraphToBigWig tool. The bigWig files for the average signal of biological replicates were generated using the UCSC bigWigMerge tool. The heatmaps of RPM-normalized pileup signals around the TSSs of GENCODE (vM23) protein-coding genes were generated using deepTools.

For count-based analysis of transposon insertion events, merged peak regions were generated by combining the adjacent peak summits of all embryo groups and selecting 200 bp regions around the centers of each merged summit. 5’ ends of shifted read alignment on both the positive and negative strands were considered as transposon insertion sites. The number of transposon insertions in each merged peak region was counted for each sample using BEDTools and normalized and transformed to log_2_ scale using the rlog function of the Bioconductor package DESeq2 and significantly differential peaks were identified with an adjusted p-value cutoff of 0.05. Peaks located within 100 bp from TSSs of GENCODE (vM23) genes were considered as TSS-proximal peaks. The presence of TF-binding motifs in merged peaks was investigated using FIMO with the default cutoff (p-value<10^–4^).

The following JASPAR motifs were used: MA0036.3 GATA2, MA0139.1 CTCF, MA0141.3 ESRRB, MA0142.1 Pou5f1-Sox2, MA0143.3 Sox2, MA0524.2 TFAP2C, MA0599.1 KLF5, MA0792.1 POU5F1B, MA0800.1 EOMES, MA0808.1 TEAD3, and MA0878.1 CDX1. Significantly enriched motifs in each peak cluster were identified from using PscanChIP (Zambelli et al., 2013). Functional annotation of gene sets associated with ATAC-seq peaks was performed using GREAT (McLean et al., 2010) with default settings.

### RNA-seq and data analysis

Single-embryo RNA-seq was performed as previously described with some modifications (Kurimoto et al., 2007, Nakamura et al., 2015). 2493 copies of ERCC RNA Spike-In (Ambion) were added to each single-embryo sample. To remove PCR duplicates, we used R2SP-UMI-d(T)24 primer, instead of V1d(T)24 primer, for reverse transcription (RT). To reduce byproducts derived from the RT primer, the poly(A) tailing reaction was performed only for 1 min at 37°C. cDNA was amplified with V3d(T)24 and R2SP primers and Terra PCR Direct Polymerase (Clontech) for 16 cycles. The cDNA was further amplified for four cycles with NH2-V3d(T)24 and NH2-R2SP primers, and purified thrice with 0.6× AMPure XP beads. The 3’ end enriched libraries were constructed using KAPA HyperPlus Library Preparation Kit (VWR International, KK8513) with 6 cycles of PCR. All the oligos used in the RT and library amplification are in Supplementary file 3. The sequencing was performed on the NextSeq 500 system with single-end 75 bp.

UMI sequence of each read was extracted from FASTQ files for Read 2 using UMI-tools. Poly-A sequences were trimmed from the 3' end of Read 1 using Cutadapt (https://cutadapt.readthedocs.org/). The trimmed Read 1 sequences were aligned to the mm10 mouse reference genome using TopHat2 with GENCODE (vM23) transcripts as a transcriptome reference and with default parameters. The reads were also mapped to ERCC reference sequences using Bowtie2 with default parameters. To confirm the genotype of *Pou5f1*- and *Sox2*-KO embryos, we also mapped the reads to the PGK-pacΔtk-P2A-mKO2-hGHpA or PGK-EGFP-hGHpA cassette. The reads mapped to the genome were assigned to GENCODE transcripts using featureCounts. The number of unique transcripts assigned to each GENCODE gene was calculated using TRUmiCount. The transcript counts were normalized and transformed to log_2_ scale using the rlog function of the Bioconductor DESeq2 package. Differential expression analysis was performed on genes that were detected in at least half of the samples in at least one stage using DESeq2 and differentially expressed genes were identified with an adjusted p-value<0.05 and log_2_ fold change≥1.

### GSEA

GSEA (Subramanian et al., 2005) was performed to determine whether genes close to the selected ATAC-seq peaks are enriched in genes differentially expressed in *Pou5f1*- or *Sox2-*KO embryos. The ATAC-seq peaks were annotated to Ensembl protein-coding genes whose TSSs are located within 10 kb of the peak centers using the R package ChIPpeakAnno (Zhu et al., 2010). False discovery rate (FDR) was estimated by gene set permutation tests. Heatmaps were generated from normalized enrichment scores (NESs) for gene sets with FDR≤0.1.

## Data Availability

ATAC-seq and RNA-seq data have been deposited at GEO under GSE264614 and GSE264615, respectively. Published high-throughput sequencing datasets used in this manuscript are listed as follows: ATAC-seq and CUT&RUN of early embryos, GSE203194; scRNA-seq of early embryos, GSE203194 and GSE159030; Oct4/Sox2/Nanog ChIP-seq of mESCs, GSE11724; H3K27ac ChIP-seq of mESCs, GSE27844. The following datasets were generated: HouY AdachiK WuG 2024Emerging cooperativity between Oct4 and Sox2 governs the pluripotency network in mouse early embryos [ATAC-seq]NCBI Gene Expression OmnibusGSE26461410.7554/eLife.100735PMC1186761740014376 HouY AdachiK WuG 2024Emerging cooperativity between Oct4 and Sox2 governs the pluripotency network in mouse early embryos [RNA-seq]NCBI Gene Expression OmnibusGSE26461510.7554/eLife.100735PMC1186761740014376 The following previously published datasets were used: LiL LaiF XieW 2023Multifaceted SOX2-chromatin interaction underpins pluripotency progression in early embryosNCBI Gene Expression OmnibusGSE20319410.1126/science.adi551638096290 StirparoGG 2021Oct4 induces embryonic pluripotency via Stat3 signalling and metabolic mechanismsNCBI Gene Expression OmnibusGSE15903010.1073/pnas.2008890118PMC782636233452132 YoungRA 2008Connecting microRNA genes to the core transcriptional regulatory circuitry of embryonic stem cellsNCBI Gene Expression OmnibusGSE1172410.1016/j.cell.2008.07.020PMC258607118692474 YoungRA 2012Enhancer Decommissioning by LSD1 During Embryonic Stem Cell DifferentiationNCBI Gene Expression OmnibusGSE2784410.1038/nature10805PMC414442422297846

## References

[bib1] Adachi K, Kopp W, Wu G, Heising S, Greber B, Stehling M, Araúzo-Bravo MJ, Boerno ST, Timmermann B, Vingron M, Schöler HR (2018). Esrrb unlocks silenced enhancers for reprogramming to naive pluripotency. Cell Stem Cell.

[bib2] Avilion AA, Nicolis SK, Pevny LH, Perez L, Vivian N, Lovell-Badge R (2003). Multipotent cell lineages in early mouse development depend on SOX2 function. Genes & Development.

[bib3] Biddle JW, Nguyen M, Gunawardena J (2019). Negative reciprocity, not ordered assembly, underlies the interaction of Sox2 and Oct4 on DNA. eLife.

[bib4] Boroviak T, Loos R, Lombard P, Okahara J, Behr R, Sasaki E, Nichols J, Smith A, Bertone P (2015). Lineage-specific profiling delineates the emergence and progression of naive pluripotency in mammalian embryogenesis. Developmental Cell.

[bib5] Broad Institute (2019). GitHub.

[bib6] Buganim Y, Faddah DA, Cheng AW, Itskovich E, Markoulaki S, Ganz K, Klemm SL, van Oudenaarden A, Jaenisch R (2012). Single-cell expression analyses during cellular reprogramming reveal an early stochastic and a late hierarchic phase. Cell.

[bib7] Cao Y, Li M, Liu F, Ni X, Wang S, Zhang H, Sui X, Huo R (2019). Deletion of maternal UHRF1 severely reduces mouse oocyte quality and causes developmental defects in preimplantation embryos. FASEB Journal.

[bib8] Chen X, Xu H, Yuan P, Fang F, Huss M, Vega VB, Wong E, Orlov YL, Zhang W, Jiang J, Loh Y-H, Yeo HC, Yeo ZX, Narang V, Govindarajan KR, Leong B, Shahab A, Ruan Y, Bourque G, Sung W-K, Clarke ND, Wei C-L, Ng H-H (2008). Integration of external signaling pathways with the core transcriptional network in embryonic stem cells. Cell.

[bib9] Chen J, Zhang Z, Li L, Chen BC, Revyakin A, Hajj B, Legant W, Dahan M, Lionnet T, Betzig E, Tjian R, Liu Z (2014). Single-molecule dynamics of enhanceosome assembly in embryonic stem cells. Cell.

[bib10] Daigneault BW, Rajput S, Smith GW, Ross PJ (2018). Embryonic POU5F1 is required for expanded bovine blastocyst formation. Scientific Reports.

[bib11] Deng Q, Ramsköld D, Reinius B, Sandberg R (2014). Single-cell RNA-seq reveals dynamic, random monoallelic gene expression in mammalian cells. Science.

[bib12] Du Z, Zheng H, Huang B, Ma R, Wu J, Zhang X, He J, Xiang Y, Wang Q, Li Y, Ma J, Zhang X, Zhang K, Wang Y, Zhang MQ, Gao J, Dixon JR, Wang X, Zeng J, Xie W (2017). Allelic reprogramming of 3D chromatin architecture during early mammalian development. Nature.

[bib13] Fogarty NME, McCarthy A, Snijders KE, Powell BE, Kubikova N, Blakeley P, Lea R, Elder K, Wamaitha SE, Kim D, Maciulyte V, Kleinjung J, Kim J-S, Wells D, Vallier L, Bertero A, Turner JMA, Niakan KK (2017). Genome editing reveals a role for OCT4 in human embryogenesis. Nature.

[bib14] Friman ET, Deluz C, Meireles-Filho AC, Govindan S, Gardeux V, Deplancke B, Suter DM (2019). Dynamic regulation of chromatin accessibility by pluripotency transcription factors across the cell cycle. eLife.

[bib15] Frum T, Halbisen MA, Wang C, Amiri H, Robson P, Ralston A (2013). Oct4 cell-autonomously promotes primitive endoderm development in the mouse blastocyst. Developmental Cell.

[bib16] Frum T, Watts JL, Ralston A (2019). TEAD4, YAP1 and WWTR1 prevent the premature onset of pluripotency prior to the 16-cell stage. Development.

[bib17] Gao L, Wu K, Liu Z, Yao X, Yuan S, Tao W, Yi L, Yu G, Hou Z, Fan D, Tian Y, Liu J, Chen ZJ, Liu J (2018). Chromatin accessibility landscape in human early embryos and its association with evolution. Cell.

[bib18] Gao M, Veil M, Rosenblatt M, Riesle AJ, Gebhard A, Hass H, Buryanova L, Yampolsky LY, Grüning B, Ulianov SV, Timmer J, Onichtchouk D (2022). Pluripotency factors determine gene expression repertoire at zygotic genome activation. Nature Communications.

[bib19] Guo G, Huss M, Tong GQ, Wang C, Li Sun L, Clarke ND, Robson P (2010). Resolution of cell fate decisions revealed by single-cell gene expression analysis from zygote to blastocyst. Developmental Cell.

[bib20] Han D, Wu G, Chen R, Drexler HCA, MacCarthy CM, Kim K-P, Adachi K, Gerovska D, Mavrommatis L, Bedzhov I, Araúzo-Bravo MJ, Schöler HR (2022). A balanced Oct4 interactome is crucial for maintaining pluripotency. Science Advances.

[bib21] Kehler J, Tolkunova E, Koschorz B, Pesce M, Gentile L, Boiani M, Lomelí H, Nagy A, McLaughlin KJ, Schöler HR, Tomilin A (2004). Oct4 is required for primordial germ cell survival. EMBO Reports.

[bib22] Kurimoto K, Yabuta Y, Ohinata Y, Saitou M (2007). Global single-cell cDNA amplification to provide a template for representative high-density oligonucleotide microarray analysis. Nature Protocols.

[bib23] Le Bin GC, Muñoz-Descalzo S, Kurowski A, Leitch H, Lou X, Mansfield W, Etienne-Dumeau C, Grabole N, Mulas C, Niwa H, Hadjantonakis AK, Nichols J (2014). Oct4 is required for lineage priming in the developing inner cell mass of the mouse blastocyst. Development.

[bib24] Lee HJ, Göring W, Ochs M, Mühlfeld C, Steding G, Paprotta I, Engel W, Adham IM (2004). Sox15 is required for skeletal muscle regeneration. Molecular and Cellular Biology.

[bib25] Lee MT, Bonneau AR, Takacs CM, Bazzini AA, DiVito KR, Fleming ES, Giraldez AJ (2013). Nanog, Pou5f1 and SoxB1 activate zygotic gene expression during the maternal-to-zygotic transition. Nature.

[bib26] Leichsenring M, Maes J, Mössner R, Driever W, Onichtchouk D (2013). Pou5f1 transcription factor controls zygotic gene activation in vertebrates. Science.

[bib27] Li D, Liu J, Yang X, Zhou C, Guo J, Wu C, Qin Y, Guo L, He J, Yu S, Liu H, Wang X, Wu F, Kuang J, Hutchins AP, Chen J, Pei D (2017). Chromatin accessibility dynamics during iPSC Reprogramming. Cell Stem Cell.

[bib28] Li S, Zheng EB, Zhao L, Liu S (2019). Nonreciprocal and conditional cooperativity directs the pioneer activity of pluripotency transcription factors. Cell Reports.

[bib29] Li L, Lai F, Hu X, Liu B, Lu X, Lin Z, Liu L, Xiang Y, Frum T, Halbisen MA, Chen F, Fan Q, Ralston A, Xie W (2023). Multifaceted SOX2-chromatin interaction underpins pluripotency progression in early embryos. Science.

[bib30] Liao Y, Wang J, Jaehnig EJ, Shi Z, Zhang B (2019). WebGestalt 2019: gene set analysis toolkit with revamped UIs and APIs. Nucleic Acids Research.

[bib31] Lu F, Liu Y, Inoue A, Suzuki T, Zhao K, Zhang Y (2016). Establishing chromatin regulatory landscape during mouse preimplantation development. Cell.

[bib32] MacCarthy CM, Wu G, Malik V, Menuchin-Lasowski Y, Velychko T, Keshet G, Fan R, Bedzhov I, Church GM, Jauch R, Cojocaru V, Schöler HR, Velychko S (2024). Highly cooperative chimeric super-SOX induces naive pluripotency across species. Cell Stem Cell.

[bib33] Maenohara S, Unoki M, Toh H, Ohishi H, Sharif J, Koseki H, Sasaki H (2017). Role of UHRF1 in de novo DNA methylation in oocytes and maintenance methylation in preimplantation embryos. PLOS Genetics.

[bib34] Marson A, Levine SS, Cole MF, Frampton GM, Brambrink T, Johnstone S, Guenther MG, Johnston WK, Wernig M, Newman J, Calabrese JM, Dennis LM, Volkert TL, Gupta S, Love J, Hannett N, Sharp PA, Bartel DP, Jaenisch R, Young RA (2008). Connecting microRNA genes to the core transcriptional regulatory circuitry of embryonic stem cells. Cell.

[bib35] Masui S, Nakatake Y, Toyooka Y, Shimosato D, Yagi R, Takahashi K, Okochi H, Okuda A, Matoba R, Sharov AA, Ko MSH, Niwa H (2007). Pluripotency governed by Sox2 via regulation of Oct3/4 expression in mouse embryonic stem cells. Nature Cell Biology.

[bib36] McLean CY, Bristor D, Hiller M, Clarke SL, Schaar BT, Lowe CB, Wenger AM, Bejerano G (2010). GREAT improves functional interpretation of cis-regulatory regions. Nature Biotechnology.

[bib37] Michael AK, Grand RS, Isbel L, Cavadini S, Kozicka Z, Kempf G, Bunker RD, Schenk AD, Graff-Meyer A, Pathare GR, Weiss J, Matsumoto S, Burger L, Schübeler D, Thomä NH (2020). Mechanisms of OCT4-SOX2 motif readout on nucleosomes. Science.

[bib38] Minow MAA, Marand AP, Schmitz RJ (2023). Leveraging single-cell populations to uncover the genetic basis of complex traits. Annual Review of Genetics.

[bib39] Nakagawa M, Koyanagi M, Tanabe K, Takahashi K, Ichisaka T, Aoi T, Okita K, Mochiduki Y, Takizawa N, Yamanaka S (2008). Generation of induced pluripotent stem cells without Myc from mouse and human fibroblasts. Nature Biotechnology.

[bib40] Nakamura T, Yabuta Y, Okamoto I, Aramaki S, Yokobayashi S, Kurimoto K, Sekiguchi K, Nakagawa M, Yamamoto T, Saitou M (2015). SC3-seq: a method for highly parallel and quantitative measurement of single-cell gene expression. Nucleic Acids Research.

[bib41] Ng HH, Surani MA (2011). The transcriptional and signalling networks of pluripotency. Nature Cell Biology.

[bib42] Nichols J, Zevnik B, Anastassiadis K, Niwa H, Klewe-Nebenius D, Chambers I, Schöler H, Smith A (1998). Formation of pluripotent stem cells in the mammalian embryo depends on the POU transcription factor Oct4. Cell.

[bib43] Nichols J, Silva J, Roode M, Smith A (2009). Suppression of Erk signalling promotes ground state pluripotency in the mouse embryo. Development.

[bib44] Nishimoto M, Fukushima A, Okuda A, Muramatsu M (1999). The gene for the embryonic stem cell coactivator UTF1 carries a regulatory element which selectively interacts with a complex composed of Oct-3/4 and Sox-2. Molecular and Cellular Biology.

[bib45] Niwa H, Miyazaki J, Smith AG (2000). Quantitative expression of Oct-3/4 defines differentiation, dedifferentiation or self-renewal of ES cells. Nature Genetics.

[bib46] Niwa H, Toyooka Y, Shimosato D, Strumpf D, Takahashi K, Yagi R, Rossant J (2005). Interaction between Oct3/4 and Cdx2 determines trophectoderm differentiation. Cell.

[bib47] Niwa H, Nakamura A, Urata M, Shirae-Kurabayashi M, Kuraku S, Russell S, Ohtsuka S (2016). The evolutionally-conserved function of group B1 Sox family members confers the unique role of Sox2 in mouse ES cells. BMC Evolutionary Biology.

[bib48] Palmieri SL, Peter W, Hess H, Schöler HR (1994). Oct-4 transcription factor is differentially expressed in the mouse embryo during establishment of the first two extraembryonic cell lineages involved in implantation. Developmental Biology.

[bib49] Plachta N, Bollenbach T, Pease S, Fraser SE, Pantazis P (2011). Oct4 kinetics predict cell lineage patterning in the early mammalian embryo. Nature Cell Biology.

[bib50] Puschendorf M, Terranova R, Boutsma E, Mao X, Isono K, Brykczynska U, Kolb C, Otte AP, Koseki H, Orkin SH, van Lohuizen M, Peters AHFM (2008). PRC1 and Suv39h specify parental asymmetry at constitutive heterochromatin in early mouse embryos. Nature Genetics.

[bib51] Ralston A, Cox BJ, Nishioka N, Sasaki H, Chea E, Rugg-Gunn P, Guo G, Robson P, Draper JS, Rossant J (2010). Gata3 regulates trophoblast development downstream of Tead4 and in parallel to Cdx2. Development.

[bib52] Russ AP, Wattler S, Colledge WH, Aparicio SA, Carlton MB, Pearce JJ, Barton SC, Surani MA, Ryan K, Nehls MC, Wilson V, Evans MJ (2000). Eomesodermin is required for mouse trophoblast development and mesoderm formation. Nature.

[bib53] Stirparo GG, Kurowski A, Yanagida A, Bates LE, Strawbridge SE, Hladkou S, Stuart HT, Boroviak TE, Silva JCR, Nichols J (2021). OCT4 induces embryonic pluripotency via STAT3 signaling and metabolic mechanisms. PNAS.

[bib54] Strumpf D, Mao CA, Yamanaka Y, Ralston A, Chawengsaksophak K, Beck F, Rossant J (2005). Cdx2 is required for correct cell fate specification and differentiation of trophectoderm in the mouse blastocyst. Development.

[bib55] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, Paulovich A, Pomeroy SL, Golub TR, Lander ES, Mesirov JP (2005). Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. PNAS.

[bib56] Velychko S, Adachi K, Kim K-P, Hou Y, MacCarthy CM, Wu G, Schöler HR (2019). Excluding Oct4 from yamanaka cocktail unleashes the developmental potential of iPSCs. Cell Stem Cell.

[bib57] Wang L, Zhang J, Duan J, Gao X, Zhu W, Lu X, Yang L, Zhang J, Li G, Ci W, Li W, Zhou Q, Aluru N, Tang F, He C, Huang X, Liu J (2014). Programming and inheritance of parental DNA methylomes in mammals. Cell.

[bib58] Wang C, Liu X, Gao Y, Yang L, Li C, Liu W, Chen C, Kou X, Zhao Y, Chen J, Wang Y, Le R, Wang H, Duan T, Zhang Y, Gao S (2018). Reprogramming of H3K9me3-dependent heterochromatin during mammalian embryo development. Nature Cell Biology.

[bib59] White MD, Angiolini JF, Alvarez YD, Kaur G, Zhao ZW, Mocskos E, Bruno L, Bissiere S, Levi V, Plachta N (2016). Long-lived binding of Sox2 to DNA predicts cell fate in the four-cell mouse embryo. Cell.

[bib60] Whyte WA, Bilodeau S, Orlando DA, Hoke HA, Frampton GM, Foster CT, Cowley SM, Young RA (2012). Enhancer decommissioning by LSD1 during embryonic stem cell differentiation. Nature.

[bib61] Wicklow E, Blij S, Frum T, Hirate Y, Lang RA, Sasaki H, Ralston A (2014). HIPPO pathway members restrict SOX2 to the inner cell mass where it promotes ICM fates in the mouse blastocyst. PLOS Genetics.

[bib62] Wu G, Han D, Gong Y, Sebastiano V, Gentile L, Singhal N, Adachi K, Fischedick G, Ortmeier C, Sinn M, Radstaak M, Tomilin A, Schöler HR (2013). Establishment of totipotency does not depend on Oct4A. Nature Cell Biology.

[bib63] Wu J, Huang B, Chen H, Yin Q, Liu Y, Xiang Y, Zhang B, Liu B, Wang Q, Xia W, Li W, Li Y, Ma J, Peng X, Zheng H, Ming J, Zhang W, Zhang J, Tian G, Xu F, Chang Z, Na J, Yang X, Xie W (2016). The landscape of accessible chromatin in mammalian preimplantation embryos. Nature.

[bib64] Yanagida A, Corujo-Simon E, Revell CK, Sahu P, Stirparo GG, Aspalter IM, Winkel AK, Peters R, De Belly H, Cassani DAD, Achouri S, Blumenfeld R, Franze K, Hannezo E, Paluch EK, Nichols J, Chalut KJ (2022). Cell surface fluctuations regulate early embryonic lineage sorting. Cell.

[bib65] Ying QL, Wray J, Nichols J, Batlle-Morera L, Doble B, Woodgett J, Cohen P, Smith A (2008). The ground state of embryonic stem cell self-renewal. Nature.

[bib66] Young RA (2011). Control of the embryonic stem cell state. Cell.

[bib67] Zambelli F, Pesole G, Pavesi G (2013). PscanChIP: Finding over-represented transcription factor-binding site motifs and their correlations in sequences from ChIP-Seq experiments. Nucleic Acids Research.

[bib68] Zhang B, Zheng H, Huang B, Li W, Xiang Y, Peng X, Ming J, Wu X, Zhang Y, Xu Q, Liu W, Kou X, Zhao Y, He W, Li C, Chen B, Li Y, Wang Q, Ma J, Yin Q, Kee K, Meng A, Gao S, Xu F, Na J, Xie W (2016). Allelic reprogramming of the histone modification H3K4me3 in early mammalian development. Nature.

[bib69] Zhang Y, Xiang Y, Yin Q, Du Z, Peng X, Wang Q, Fidalgo M, Xia W, Li Y, Zhao Z-A, Zhang W, Ma J, Xu F, Wang J, Li L, Xie W (2018). Dynamic epigenomic landscapes during early lineage specification in mouse embryos. Nature Genetics.

[bib70] Zhu LJ, Gazin C, Lawson ND, Pagès H, Lin SM, Lapointe DS, Green MR (2010). ChIPpeakAnno: a Bioconductor package to annotate ChIP-seq and ChIP-chip data. BMC Bioinformatics.

# Supplementary material for: Emerging cooperativity between Oct4 and Sox2 governs the pluripotency network in early mouse embryos
**Source:** eLife. 2025 Feb 27;13:RP100735. doi: 10.7554/eLife.100735
**Supplement:** Supplementary file 1.

**Supplementary file 1. Coordinates for marked enhancers in Figure 3A**

| **Gene of the enhancer** | **Chr** | **start** | **end** | **coordinate** |
| --- | --- | --- | --- | --- |
| *Prdm14* | chr1 | 13127092 | 13127292 | chr1:13127154-13127231 |
| *Pecam1* | chr11 | 106724458 | 106724658 | chr11:106724438-106724678 |
| *Pou5f1*_CR4 | chr17 | 35503917 | 35504117 | chr17:35503933-35504102 |
| *Sox2*_SRR2 | chr3 | 34653964 | 34654164 | chr3:34654015-34654114 |
| *Klf4*-B | chr4 | 55477518 | 55477718 | chr4:55477392-55477844 |
| *Nanog*_DE | chr6 | 122702564 | 122702764 | chr6:122702605-122702724 |
| *Nanog*_PE | chr6 | 122707419 | 122707619 | chr6:122707461-122707577 |
| *Utf1* | chr7 | 139945619 | 139945819 | chr7:139945645-139945793 |
| *Klf2* | chr8 | 72334360 | 72334560 | chr8:72334319-72334601 |

# Supplementary material for: Emerging cooperativity between Oct4 and Sox2 governs the pluripotency network in early mouse embryos
**Source:** eLife. 2025 Feb 27;13:RP100735. doi: 10.7554/eLife.100735
**Supplement:** Supplementary file 2.

**Supplementary file 2. The sequences of the indexes used in ATAC-seq library preparation.**

| **Group** | **Primer name** | **Sequence** | **Index** |
| --- | --- | --- | --- |
| Index_1 | Index_1.1 (N701) | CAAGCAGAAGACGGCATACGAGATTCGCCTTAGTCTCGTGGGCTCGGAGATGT | TCGCCTTA |
| Index_1 | Index_1.2 (N702) | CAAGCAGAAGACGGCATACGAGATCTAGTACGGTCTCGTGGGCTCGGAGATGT | CTAGTACG |
| Index_1 | Index_1.3 (N703) | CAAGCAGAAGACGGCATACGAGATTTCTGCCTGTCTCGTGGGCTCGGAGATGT | TTCTGCCT |
| Index_1 | Index_1.4 (N704) | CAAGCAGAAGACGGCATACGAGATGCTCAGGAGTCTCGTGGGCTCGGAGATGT | GCTCAGGA |
| Index_1 | Index_1.5 (N705) | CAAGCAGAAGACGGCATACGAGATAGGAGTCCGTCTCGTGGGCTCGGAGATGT | AGGAGTCC |
| Index_1 | Index_1.6 (N706) | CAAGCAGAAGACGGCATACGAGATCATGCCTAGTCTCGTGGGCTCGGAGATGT | CATGCCTA |
| Index_2 | Index_2.1 (501) | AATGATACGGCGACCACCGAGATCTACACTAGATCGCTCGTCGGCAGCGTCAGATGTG | TAGATCGC |
| Index_2 | Index_2.2 (502) | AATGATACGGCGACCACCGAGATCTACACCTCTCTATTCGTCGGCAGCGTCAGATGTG | CTCTCTAT |
| Index_2 | Index_2.3 (503) | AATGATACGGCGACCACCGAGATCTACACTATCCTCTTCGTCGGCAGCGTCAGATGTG | TATCCTCT |
| Index_2 | Index_2.4 (504) | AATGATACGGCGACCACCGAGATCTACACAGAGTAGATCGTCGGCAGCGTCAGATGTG | AGAGTAGA |
| Index_2 | Index_2.5 (505) | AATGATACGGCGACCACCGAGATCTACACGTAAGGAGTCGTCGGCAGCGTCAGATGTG | GTAAGGAG |
| Index_2 | Index_2.6 (506) | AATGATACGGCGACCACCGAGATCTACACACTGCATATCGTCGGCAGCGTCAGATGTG | ACTGCATA |
| Index_2 | Index_2.7 (507) | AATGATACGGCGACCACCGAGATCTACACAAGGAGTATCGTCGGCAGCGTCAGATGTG | AAGGAGTA |
| Index_2 | Index_2.8 (508) | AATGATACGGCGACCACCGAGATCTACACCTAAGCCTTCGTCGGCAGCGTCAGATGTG | CTAAGCCT |

# Supplementary material for: Emerging cooperativity between Oct4 and Sox2 governs the pluripotency network in early mouse embryos
**Source:** eLife. 2025 Feb 27;13:RP100735. doi: 10.7554/eLife.100735
**Supplement:** Supplementary file 3.

**Supplementary file 3. The sequences of the oligos and indexes used in RNA-seq library preparation.**

| **Name** | **Usage** | **Sequence** |
| --- | --- | --- |
| R2SP-UMI-(dT)24 | Reverse transcription | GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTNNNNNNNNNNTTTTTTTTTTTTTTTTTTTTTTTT |
| R2SP | 1st amplification | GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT |
| V3(dT)24 | 1st amplification | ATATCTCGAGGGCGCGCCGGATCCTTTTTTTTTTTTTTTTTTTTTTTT |
| NH2-R2SP | 2nd amplification | NH2-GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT |
| NH2-V3(dT)24 | 2nd amplification | NH2-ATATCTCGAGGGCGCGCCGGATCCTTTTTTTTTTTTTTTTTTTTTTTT |
| R1SP | Adaptor | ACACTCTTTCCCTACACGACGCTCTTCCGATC*T |
| R1SP_Complement | Adaptor | GATCGGAAGAGC |
| i701-R2SP | Index | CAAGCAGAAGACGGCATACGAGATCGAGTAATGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| i702-R2SP | Index | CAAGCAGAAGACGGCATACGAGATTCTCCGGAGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| i703-R2SP | Index | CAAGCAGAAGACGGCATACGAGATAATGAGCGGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| i704-R2SP | Index | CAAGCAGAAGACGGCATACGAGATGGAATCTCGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| i705-R2SP | Index | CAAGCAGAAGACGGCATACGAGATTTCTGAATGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| i706-R2SP | Index | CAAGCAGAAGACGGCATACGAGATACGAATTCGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| i707-R2SP | Index | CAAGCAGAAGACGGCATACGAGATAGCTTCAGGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| i708-R2SP | Index | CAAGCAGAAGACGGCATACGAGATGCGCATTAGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| i709-R2SP | Index | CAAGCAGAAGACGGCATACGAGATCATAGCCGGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| i710-R2SP | Index | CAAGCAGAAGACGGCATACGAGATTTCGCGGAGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| i711-R2SP | Index | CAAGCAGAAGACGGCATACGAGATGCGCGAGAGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| i712-R2SP | Index | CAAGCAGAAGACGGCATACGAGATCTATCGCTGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| i713-R2SP | Index | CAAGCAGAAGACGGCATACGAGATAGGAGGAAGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| i714-R2SP | Index | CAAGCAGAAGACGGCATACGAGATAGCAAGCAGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| i715-R2SP | Index | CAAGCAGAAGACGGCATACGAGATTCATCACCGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| i716-R2SP | Index | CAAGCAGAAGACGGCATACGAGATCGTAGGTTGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| i717-R2SP | Index | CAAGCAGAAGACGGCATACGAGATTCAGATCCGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| i718-R2SP | Index | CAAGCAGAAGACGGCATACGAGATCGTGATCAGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| i719-R2SP | Index | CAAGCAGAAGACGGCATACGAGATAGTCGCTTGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| i720-R2SP | Index | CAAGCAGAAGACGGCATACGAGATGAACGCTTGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| i721-R2SP | Index | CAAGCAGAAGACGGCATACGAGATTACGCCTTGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| i722-R2SP | Index | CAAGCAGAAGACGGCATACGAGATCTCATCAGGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| i723-R2SP | Index | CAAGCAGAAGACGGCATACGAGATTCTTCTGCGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| i724-R2SP | Index | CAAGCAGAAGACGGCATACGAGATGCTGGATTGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| i501 | Index | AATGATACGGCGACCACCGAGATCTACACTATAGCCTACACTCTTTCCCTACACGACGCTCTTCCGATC*T |
| i502 | Index | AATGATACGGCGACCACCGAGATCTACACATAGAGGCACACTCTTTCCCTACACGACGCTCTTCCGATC*T |
| i503 | Index | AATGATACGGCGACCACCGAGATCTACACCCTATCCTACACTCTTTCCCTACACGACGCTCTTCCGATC*T |
| i504 | Index | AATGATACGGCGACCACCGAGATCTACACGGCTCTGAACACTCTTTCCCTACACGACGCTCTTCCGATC*T |
| i505 | Index | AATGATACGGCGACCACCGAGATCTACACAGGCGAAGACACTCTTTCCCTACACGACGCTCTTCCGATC*T |
| i506 | Index | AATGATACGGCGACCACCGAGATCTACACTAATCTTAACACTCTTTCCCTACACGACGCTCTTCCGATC*T |
| i507 | Index | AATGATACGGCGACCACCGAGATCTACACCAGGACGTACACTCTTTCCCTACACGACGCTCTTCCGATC*T |
| i508 | Index | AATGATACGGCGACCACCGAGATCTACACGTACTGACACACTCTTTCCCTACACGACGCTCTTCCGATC*T |
| i509 | Index | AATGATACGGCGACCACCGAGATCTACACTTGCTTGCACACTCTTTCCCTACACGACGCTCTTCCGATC*T |
| i510 | Index | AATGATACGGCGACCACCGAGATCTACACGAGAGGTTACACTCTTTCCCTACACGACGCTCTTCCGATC*T |
| i511 | Index | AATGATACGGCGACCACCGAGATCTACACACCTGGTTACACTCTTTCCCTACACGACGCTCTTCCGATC*T |
| i512 | Index | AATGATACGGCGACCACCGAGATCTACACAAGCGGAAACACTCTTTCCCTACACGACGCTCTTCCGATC*T |
| i513 | Index | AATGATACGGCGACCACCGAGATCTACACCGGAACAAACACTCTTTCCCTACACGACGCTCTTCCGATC*T |
| i514 | Index | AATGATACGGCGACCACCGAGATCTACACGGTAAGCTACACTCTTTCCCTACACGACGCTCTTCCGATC*T |
| i515 | Index | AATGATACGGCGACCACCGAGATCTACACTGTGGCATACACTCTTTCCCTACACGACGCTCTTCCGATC*T |
| i516 | Index | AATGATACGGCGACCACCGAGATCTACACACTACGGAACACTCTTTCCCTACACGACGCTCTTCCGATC*T |

# Supplementary material for: Emerging cooperativity between Oct4 and Sox2 governs the pluripotency network in early mouse embryos
**Source:** eLife. 2025 Feb 27;13:RP100735. doi: 10.7554/eLife.100735
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | x |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Materials and methods(Immunofluorescence) |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | x |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and methods (Mice) |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | x |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and methods (Mice) |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | x |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | x |
| Microbes: provide species and strain, unique accession number if available, and source. |  | x |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **x** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | x |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | Materials and methods (ATAC-seq and data analysis, RNA-seq and data analysis) |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | x |
| Randomisation |  | x |
| Blinding |  | x |
| Inclusion/exclusion criteria |  | x |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Figure 2A,  Figure supplement 4A |  |
| Define whether data describe technical or biological replicates. | Figure 2A,  Figure supplement 4A |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | x |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and methods (Mice) |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | x |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | x |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | x |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Materials and methods (ATAC-seq and data analysis, RNA-seq and data analysis) |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Additional information (Data Availability) |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Additional information (Data Availability) |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Additional information (Data Availability) |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | x |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | x |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | x |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | x |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

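The measurements used are ATAC-seq libraries of pooled mouse embryos, 44 in all. The 12 conditions are *Pou5f1*-KO and Ctrl morula, late morula, early ICM and late ICM, and *Sox2*-KO and Ctrl early and late ICM, with 3 libraries per morula condition and 4 per ICM condition. KO embryos lack the maternal and the zygotic copies of a gene, and Ctrl embryos lack the maternal copy only. The RNA-seq data, the imaging data, *Sox2*-KO morulae and wildtype embryos were not analysed here.

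The authors trimmed the reads, mapped them to mm10 with Bowtie2, marked duplicates with Picard, kept uniquely mapped reads, shifted the read ends to the Tn5 insertion site and called peaks with MACS2. They merged summits across conditions, kept peaks found in at least 2 replicates, resized them to 200 bp and counted insertions with BEDTools. The log2 values in the deposited table were made by the authors with the rlog transformation of DESeq2 on these insertion counts, over all libraries together. The table gives 1 value per peak and library for 152393 peaks, and means per condition. The deposited means were checked against the means of the libraries, and the largest difference was 4.3e-08. All columns were matched to a library. The rlog transformation accounts for differences in sequencing depth and shrinks the values of peaks with few insertions toward the mean over libraries, so differences at weak peaks are understated. The insertion counts and the depth of each library are not known here, and no count model was fitted. Of Supplementary file 4, 1999 peaks were used here, and only to describe the paper's mean normalized count per peak.

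Positions are those of GRCm38, the build of mm10. Transcription start sites and genes were taken from GENCODE vM21, with 141767 transcripts, where the authors used vM23. Peaks within 100 bp of a start site were called proximal. Of the windows, 4 contain an unknown base.

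Values were processed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and tested with limma 3.58.1 in R 4.3.3. The functions lmFit, contrasts.fit and eBayes with a trend were applied to the rlog values of all libraries, with a mean per condition, no covariate and no filter on peaks. Adjusted p-values are those of limma's moderated t-tests, two-sided, adjusted by the Benjamini-Hochberg method over all peaks of a comparison, and a peak was called at an adjusted p under 0.05 without a limit on the size of the difference. KO was compared with Ctrl of the same line and stage, stages were compared in *Pou5f1* Ctrl embryos, and differences between the 2 knockout effects, between stages of an effect and between the Ctrl libraries of the lines were tested as contrasts of the same model. Means over a set of peaks were compared between libraries with exact permutation tests, two-sided. The separation of KO and Ctrl was measured as the distance between mean profiles over the root mean square distance of libraries from their means, with an exact permutation test. Principal components were computed from centred, unscaled values of all peaks. The calling was tested on simulated data with the spread of the real libraries.

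Motif words were searched on both strands of each window, with the largest number of mismatches at which a match has a chance of at most 0.0001 per position in random sequence. The OCT-SOX, OCT and SOX words were read off the logos in Figure 2C, and the JASPAR matrices of the authors' scan were not used here. Shares were compared with Fisher's exact test, two-sided, against all unchanged peaks and against unchanged peaks matched in 10 bins of rlog and of GC content, and the p-values were adjusted over 140 tests. Peaks are not independent of each other, so these p-values describe peaks and not embryos.

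The text names every enhancer of Supplementary file 1, and the genes *Utf1*, *Sap30*, *Uhrf1*, *Fgfr2*, *Pecam1*, *Klf4*, *Dppa3* and *Il6st*, which the study names in statements on ATAC-seq peaks. For each of these genes it gives, among the peaks within 10 kb, the peak with the smallest adjusted p in *Pou5f1*-KO late ICM and the peaks called in both knockouts in late ICM. For *Fgfr2* the peaks called in both are described singly in the part covered by most transcripts. Outside that part only the peak starting at 132344785 is. It also names the targeted genes *Pou5f1* and *Sox2*, with the peaks within 2 kb, though it does not compare KO with Ctrl at all of these peaks. For each late ICM comparison it names the 2 peaks with the largest decrease and the 2 with the largest increase, among called peaks in which every KO library lies beyond every Ctrl library. Apart from the part of *Fgfr2*, which was chosen later, this rule was set before the data were examined, as were the alternatives listed next.

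Alternatives were only the libraries compared in the fit, only peaks at or above the median rlog, quantile normalization across libraries, an absolute log2 difference of at least 1, each library left out in turn, the replicate number as a block, replicates 1 to 3 of each ICM condition, separate Ctrl libraries for choosing and for comparing activated peaks, start sites within 1 kb, 1 mismatch fewer in a motif word, a matched background, and scaling to unit variance before the principal components. The replicate numbers come from the labels. Whether they pair the libraries was checked by the correlation of deviations from the condition means. Same-numbered libraries correlated at 0.11 to 0.19 in *Pou5f1* late morula and at 0.12 to 0.16 in *Pou5f1* early ICM, over 0.1 in every pair. In each of the other comparisons at least 1 pair was below 0.1.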

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

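The tests for libraries far from the others of their group, for the number of copies of the targeted genes, for the stages of the knockout effects over OCT-SOX peaks, for splits in which a difference between the lines cancels, and for the inhibitor were chosen only after the results had been seen, and the other tests before.

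Among 416 groups of 4 ICM libraries, 19 had a library far from the other 3, where about 1 in 20 groups (20.8) is what chance gives. The 19 cases fall on 14 libraries, at most 2 on each. *Pou5f1* KO early ICM replicate 4 had a mean rlog over OCT-SOX peaks of 2.07, where the others had 1.88 to 1.90. It also had 3.81 at a peak downstream of *Sox2* (chromosome 3, start 34653246), where the others had 1.98 to 2.27. *Sox2* Ctrl late ICM replicate 1 scored −136 on the second principal component, where the others scored −101 to −100, and had 2.35 at the peak upstream of *Sox2*, where the others had 3.13 to 3.28. *Sox2* Ctrl early ICM replicate 2 had 5.52 at the *Pecam1* enhancer, where the others had 4.78 to 4.86, and 1.60 at the same peak downstream of *Sox2*, where the others had 2.54 to 2.73. *Pou5f1* Ctrl early ICM replicate 4 had 6.70 at the farther *Sap30* peak (others 6.05 to 6.13) and 4.98 at an *Fgfr2* peak (start 130194349, others 4.70 to 4.72). *Pou5f1* KO early ICM replicate 2 had 1.68 at another *Fgfr2* peak (start 132344785, others 2.59 to 2.70) and 3.35 at the peak downstream of *Foxo1* (others 4.62 to 4.79), where *Sox2* KO early ICM replicate 2 had 1.74 (others 1.04 to 1.14).

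Of the remaining libraries, *Sox2* KO early ICM replicate 4 had 5.14 at the *Kndc1* exon near *Utf1* (others 4.31 to 4.41), *Pou5f1* Ctrl early ICM replicate 1 had 3.10 at the *Uhrf1* peak (others 4.01 to 4.06), and *Sox2* Ctrl early ICM replicate 1 had 5.24 at the peak upstream of *Thsd7a* (others 5.58 to 5.64). At the *Dppa3* peak *Pou5f1* Ctrl late ICM replicate 1 had 5.35 (others 5.70 to 5.74) and *Pou5f1* KO late ICM replicate 4 had 3.15 (others 1.49 to 1.52). At the *Pou5f1* gene, *Pou5f1* Ctrl late ICM replicate 4 had 4.09 at the first exon (start 35505888, others 5.10 to 5.15), and in the intron (start 35506842) *Pou5f1* Ctrl early ICM replicate 2 had 3.07 (others 4.06 to 4.27) and *Pou5f1* KO late ICM replicate 1 had 3.00 (others 4.61 to 4.81). The number of such cases is what chance gives, and no library stands out in most of the measures, so nothing here calls for a mislabelled or failed library. No biological explanation was tested.

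The effects of *Pou5f1*-KO and *Sox2*-KO differed at 1036 peaks in early ICM and 1379 in late ICM, by a test of the difference itself. Of 100 splits drawn for each stage, the real one included, 4 gave as many peaks in early ICM and 6 in late ICM, and the highest counts of other splits were 5655 and 12031. In late ICM all 5 others as large let a difference between the lines enter. Among the splits in which a constant difference between the lines cancels, as it does in the real one, 2 of 39 gave as many in early ICM, with 2334 peaks in the other. In late ICM only the real 1 of 38 did, and the others gave at most 3 peaks, which argues against a chance split there. A difference between the Ctrl libraries of the lines was tested as the source. In the direction of the call, the median difference between the lines was 0.28 in Ctrl and 2.00 in KO libraries in early ICM, and 0.29 and 1.99 in late ICM, which argues against it. A chance split stays open for early ICM, where 2 of 39 is not under 1 in 20. A difference between the lines in their response was not separated from the genes targeted, since each gene is targeted in 1 line.

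The mean effect over OCT-SOX peaks was lower in *Pou5f1*-KO than in *Sox2*-KO by −0.26 in early ICM (permutation p = 0.046) and by −0.25 in late ICM (permutation p = 0.036), both two-sided. At the *Klf4*-B enhancer in late ICM the difference of the effects was −1.88 (adjusted p = 0.022 from limma), where all 4 *Pou5f1*-KO libraries lay below every other ICM library of that stage. After quantile normalization the early ICM value over OCT-SOX peaks was −0.18 and did not pass the threshold (permutation p = 0.15), so the scaling may add to it there. The larger effect of *Pou5f1*-KO may lie in the line as much as in the factor, which the design does not separate.

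The *Pou5f1*-KO effect differed between late morula and early ICM at 528 peaks. The *Sox2*-KO effect differed between early and late ICM at 29 peaks, and over OCT-SOX peaks it was lower in late ICM by −0.19 (permutation p = 0.0041 of 4900 permutations), or by −0.16 relative to other peaks (permutation p = 0.031). Over OCT-SOX peaks relative to other peaks the *Pou5f1*-KO effect was lower in late ICM by a similar amount, −0.19 (permutation p = 0.052, and 0.029 with the early ICM libraries paired by number), so the stages are not shown to act on the 2 knockouts differently. There are 0 ICM libraries without the inhibitor, so the difference at 528 peaks may come with the treatment or the isolation as well as the stage. No other explanation was tested.

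The Ctrl libraries of the 2 lines, which the paper does not compare, differed at 1370 peaks in early ICM and 2178 in late ICM. In each stage only the real split of 35 gave as many, and the others gave at most 52 and 913. The same direction was called at both stages at 235 peaks and opposite directions at 0, where 20 shared peaks are expected by chance. Of the peaks called in early ICM 89% had the same direction in late ICM. DNA of another strain around the targeted genes would place the peaks there, and 2.53% of those of late ICM lie within 20 Mb of either gene, compared with 3.29% of all peaks. In early ICM the share was 4.01%, less than 1.5 times that of all peaks, though within 20 Mb of *Sox2* alone it was 1.55 times that of all peaks. Strain DNA near *Sox2* could thus add a few of the peaks of early ICM and not most of them. GC content does not carry the difference, since the median of higher minus lower peaks was −1.2 percentage points in late ICM and 1 in early ICM. Of 3313 peaks called at either stage, 1 lies inside the targeted genes. The lines may differ in genetic background outside these regions, in the maternal deletion they carry or in the day of the experiment, none of which was tested. The counts depended on the fit. In early ICM 539 peaks were lower and 831 higher in *Pou5f1* Ctrl, and 313 and 569 with only the libraries compared. In late ICM they were 1162 and 1016, and 1687 and 1717 with only the libraries compared. Among peaks at or above the median rlog they were 318 and 543 in early and 712 and 395 in late ICM.

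From *Pou5f1* Ctrl morula to late morula 9815 peaks changed, and from late morula to early ICM 45223. The text of the paper gives no count for either step. For the first, only the real split of 10 gave as many, which is the smallest share that 3 against 3 libraries allow, and the others gave at most 6. For the second, only the real split of 35 did, and the others gave at most 26897. The first compares 3 with 3 libraries and the second 4 with 3, so their counts are not alike in power. The median change of the peaks activated in early ICM was 0.28 up to the late morula and 1.22 after it. With 0 ICM libraries free of the inhibitor, the stage and the culture with the inhibitor and isolation cannot be told apart as its source.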

How the results depend on the processing

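None of these tests was chosen after the results had been seen. Of 62 main results, recomputed in 183 alternatives, 125 values stayed on the same side of the test or within the limits set for a count, 54 moved, 3 no longer passed the threshold, 1 newly passed it and 0 turned around. Fits with 1 library left out are not in this tally. They are given below, and several of them moved a count by over 1.5 times. Among the values counted, all 12 distances, all 12 medians over OCT-SOX peaks and all 24 values with an absolute log2 difference of at least 1 stayed. For the distances and medians of morula and late morula this says little. Their permutation tests compare 3 with 3 libraries, where the smallest p is 0.1, so they could not pass in any setting. The cause of each change was not tested except where it follows from fewer peaks or fewer libraries.

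With only peaks at or above the median rlog, fewer peaks were tested and counts fell. The counts were 12 (*Pou5f1*-KO morula, higher), 63 (late morula, higher), 4663 and 2755 (early ICM, lower and higher), 7674 and 7714 (late ICM), 1599 and 216 (*Sox2*-KO early ICM), 3150 (*Sox2*-KO late ICM, lower), 8441 (Ctrl early ICM against morula, lower) and 28 (Ctrl late against early ICM, higher). In late ICM 2072 peaks were lower in both knockouts, 5602 and 1078 lower in *Pou5f1*-KO or *Sox2*-KO only, and 6368 and 1486 higher in *Pou5f1*-KO or *Sox2*-KO only. The principal components held 28.8% and 10.5%, and with unit variance 22.6% and 8.27%.

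After quantile normalization 497 peaks were lower and 200 higher in *Pou5f1*-KO morula, 264 higher in late morula, 467 had a lower and 559 a higher *Pou5f1*-KO than *Sox2*-KO effect in early ICM (567 and 469 without it), and 544 had a lower *Pou5f1*-KO than *Sox2*-KO effect in late ICM. The difference over OCT-SOX peaks in early ICM was −0.18 (permutation p = 0.15), and the *Sox2*-KO effect on activated peaks was −0.14, past the threshold.

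With only the libraries compared, the morula counts were 22 and 15, the higher count of late morula 369, *Sox2*-KO early ICM 1851 and 57, Ctrl late against early ICM 183 higher, and the differences of the knockout effects 247 and 165 in early and 1461 lower in late ICM. With replicates 1 to 3, 2295 peaks were higher in *Pou5f1*-KO and 202 in *Sox2*-KO early ICM.

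With the replicate number as a block, counts were 120 and 44 in morula, 2469 and 1328 in late morula, 568 higher in *Sox2*-KO early ICM, 6468 higher in *Sox2*-KO late ICM, and 883 lower and 582 higher in Ctrl late against early ICM. Only in *Pou5f1* late morula (correlations from 0.11 to 0.19) and early ICM (0.12 to 0.16) did every same-numbered pair correlate at over 0.1. The others were not taken as paired. *Sox2* early ICM came closest, with 0.086 to 0.29 and a mean of 0.18, against a mean of −0.058 for libraries of other numbers. The block changed no other count by over 1.5 times.

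With 1 library left out in turn, each of the 6 libraries moved both morula counts and the lower count of late morula by over 1.5 times, and 5 of 6 its higher count. In *Pou5f1*-KO early ICM the higher count was 2634 without KO replicate 4, in *Sox2*-KO early ICM 214 and 229 without KO replicates 1 and 2, and in *Sox2*-KO late ICM 2640 and 2673 without KO replicate 2 and Ctrl replicate 1. Between Ctrl early and late ICM, all libraries but early ICM replicate 3 moved the lower count so far, and all but early ICM replicate 4 and late ICM replicate 1 the higher count. Over all single libraries, peaks lower and higher ranged from 12 (without *Pou5f1* KO replicate 3) to 962 (without KO replicate 1) and from 7 to 129 in morula (the same libraries), from 301 (without Ctrl replicate 2) to 544 (without Ctrl replicate 1) and from 27 (without KO replicate 3) to 115 in late morula, from 6397 to 7472 and from 2461 (without Ctrl replicate 2) to 3950 in *Pou5f1*-KO early ICM, and from 12646 to 14455 and from 9256 to 11700 in late ICM. For *Sox2*-KO they ranged from 2118 to 2806 and from 183 (without KO replicate 3) to 491 in early ICM, and from 6036 to 6613 and from 2363 (without KO replicate 3) to 3755 in late ICM. For Ctrl early ICM against morula they ranged from 16166 to 21062 and from 19447 to 24176, and for late against early ICM from 68 (without early ICM replicate 1) to 430 (without late ICM replicate 1) and from 43 (without late ICM replicate 2) to 173.

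With separate Ctrl libraries, the *Pou5f1*-KO effect on activated peaks was −0.47 and −0.37, where the test could not pass the threshold with so few libraries, and 46% and 45.6% of the lower peaks were activated. With start sites within 1 kb, 87.9% of the changed peaks were distal.

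With 1 mismatch fewer, fewer peaks hold an OCT-SOX word, and 288 and 665 of them were lower in both knockouts in early and late ICM. Such words were 16.6, 17.7 and 9.33 times as frequent as among all peaks in the first 500, the first 1000 and all lower peaks of *Pou5f1*-KO early ICM, and 14.7, 16.1 and 12 times in *Sox2*-KO. Against a matched background 9 of 109 other motif odds ratios turned around, to 0.946 (GATA) and 0.886 (EOMES) in lower and 2.03 (TFAP2C) in higher peaks of morula, 0.726 (GATA) in lower and 0.894 (ESRRB), 0.725 (GATA) and 1.21 (CTCF) in higher peaks of late morula, 0.85 (ESRRB) in lower peaks of *Pou5f1*-KO early ICM and 0.867 (ESRRB) in higher peaks of *Sox2*-KO late ICM. Over both motif settings 16 others no longer passed the threshold and 6 newly did. Of 72 values at enhancers, the *Nanog* distal enhancer in *Sox2*-KO late ICM turned from 0.07 to −0.06 after quantile normalization (adjusted p = 0.92, main 0.9). With only the libraries compared, *Klf4*-B in *Sox2*-KO late ICM newly passed (adjusted p = 0.012, 0.12 to 0.15 in the others) and *Klf2* in *Sox2*-KO early ICM no longer did (adjusted p = 0.069, 0.015 to 0.019 in the others). The other 69 stayed.

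The insertion counts behind the rlog values are not known here, which limits single weak peaks most.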

Differences from the paper's values

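None of the tests below was chosen after the results had been seen. In *Pou5f1*-KO morula 282 peaks were lower, where the paper shows about 66 in Fig. 2B, read by eye. Of 11 alternatives set before the data were examined, 1 came within 1.5 times, with 52 peaks without *Pou5f1* KO morula replicate 2. In the same comparison 79 peaks were higher, where the paper shows about 1 in Fig. 2B, read by eye, and 0 of 11 such alternatives closed the gap. The closest was 7 without *Pou5f1* KO morula replicate 3.

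In *Sox2*-KO early ICM 363 peaks were higher, where the paper shows about 230 in Fig. 2B, read by eye. Of 14 alternatives set before the data were examined, 8 came within 1.5 times. They were the peaks at or above the median rlog (216), replicates 1 to 3 (202), and leaving out KO replicate 1, 2 or 3 or Ctrl replicate 2, 3 or 4. Without KO replicate 3 the count was 183. The other 6 did not.

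Between early and late ICM of *Pou5f1* Ctrl 274 peaks were lower, where the paper shows about 510 in Fig. 5B, read by eye. Of 13 alternatives set before the data were examined, 2 came within 1.5 times, with 349 in a fit of only the libraries compared and 430 without late ICM replicate 1. The others, among them 68 without early ICM replicate 1, did not.

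The paper states that the motifs of Klf2/4 and Esrrb are enriched at decreased peaks. It ran the PscanChIP tool with motif matrices, and neither these matrices nor its background were used here. Whether the word or the background makes the motif differences below was not tested. The KLF word was less frequent there than at unchanged peaks in all 4 ICM comparisons, with odds ratios from 0.265 to 0.629. The ESRRB word was more frequent in *Pou5f1*-KO late ICM (odds ratio 1.4, and 1.08 against a matched background), did not differ past the threshold in *Pou5f1*-KO early ICM and was less frequent in *Sox2*-KO (0.677 and 0.712). The paper states that the KLF and EOMES motifs are enriched at elevated peaks. The KLF word was less frequent in 3 of the 4 comparisons and more frequent in *Sox2*-KO early ICM (odds ratio 1.7, and 1.57 against a matched background, where it did not pass the threshold). The EOMES word was less frequent in *Sox2*-KO late ICM (0.781) and more frequent in the other 3. The paper states that elevated peaks are not enriched for SOX motifs, and the SOX word had odds ratios of 1.37 and 1.19 in *Pou5f1*-KO, and of 1.14 and 1.07 against a matched background, where they did not pass the threshold.

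The paper states that decreased peaks outnumber increased ones in every knockout. In *Pou5f1*-KO late ICM they did on the values as deposited (15404 and 12481), and not after quantile normalization (13553 and 13569) or among peaks at or above the median rlog (7674 and 7714).

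The paper places more KLF motifs at moderately decreased peaks. In early ICM the share of peaks with a KLF word was lowest at the top of the ranking and highest at its end, and stayed below the share of all peaks (9.4%) in every part of it, with at most 7.38% in *Pou5f1*-KO and 3.77% in *Sox2*-KO. The paper shows the *Klf4* enhancer as a known OCT-SOX enhancer bound by both factors, after stating that most decreased OCT-SOX peaks are shared. It does not state that this enhancer is decreased in both knockouts, so the next values do not contradict it. *Klf4*-B was called in *Pou5f1*-KO and not in *Sox2*-KO, where only a fit of the libraries compared called it, in late ICM (adjusted p = 0.012, with 0.12 and 0.15 in the other settings).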

Other observations

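The tests on OCT-SOX peaks in morulae, on low values, on the stages of the *Pou5f1*-KO effect and on the parts of the *Sox2* chromosome were chosen only after the results had been seen.

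In *Pou5f1*-KO morula, late morula and Ctrl late morula against morula, the real split was the only 1 of 10 splits to give as many called peaks, and no smaller share is possible there. In morula another split gave 216 peaks, where the real one gave 361. In each of the 4 ICM comparisons of KO with Ctrl, and in Ctrl early ICM against morula and late against early ICM, it was the only 1 of 35. The highest counts of other splits were 868 and 1910 in *Pou5f1*-KO early and late ICM, 1979 and 403 in *Sox2*-KO, 28290 for Ctrl early ICM against morula and 45 for late against early ICM. In *Pou5f1* late morula and early ICM, where the replicate numbers pair the libraries, it was also the only 1 of 4 and of 8 splits that part as many pairs.

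A hypothesis was that OCT-SOX peaks are lower in *Pou5f1*-KO already before the ICM. Over morula and late morula together, their mean relative to other peaks differed by −0.33, with all 6 KO libraries below the Ctrl libraries of their stage. An exact permutation of KO and Ctrl within each stage gave p = 0.005, two-sided, the smallest that 400 permutations can give, which argues against a chance split. Relative to peaks matched on GC content and rlog the difference was −0.30 (permutation p = 0.005), which argues against GC content. Of 12 measures looked at, peaks with an OCT word alone differed by −0.52 (permutation p = 0.005), those with an ESRRB word by 0.17 (permutation p = 0.005), TEAD by −0.09 (permutation p = 0.005), EOMES by 0.11 (permutation p = 0.015) and SOX by 0.01 (permutation p = 0.81). A candidate explanation is that Oct4 acts at such peaks in the morula, found and tested on the same data. Of the peaks lower in morula 57.4% (162 of 282), and of those lower in late morula 56.7% (466 of 822), were also lower in *Pou5f1*-KO late ICM. The 282 peaks of morula moved by over 1.5 times without any of its 6 libraries, to 12 without *Pou5f1* KO replicate 3 and 962 without KO replicate 1.

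The activated peaks were lower in *Pou5f1*-KO early ICM also with separate Ctrl libraries, where the smaller of the medians was −0.37. Simulated unchanged groups against the shared Ctrl libraries gave −0.1, which argues against the shared libraries as the whole source.

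The excess of lower over higher peaks in *Pou5f1*-KO late ICM rested on weak peaks and on the scaling. Quantile normalization over all peaks also removed it, with 13553 lower and 13569 higher peaks. Below the median rlog the ratio of lower to higher peaks was 1.6, and at or above it 0.998. In *Sox2*-KO late ICM the ratios were 3.39 and 1.1. In early ICM they were 2.35 and 1.74 for *Pou5f1*-KO, and 8.38 and 7.77 for *Sox2*-KO. In *Pou5f1*-KO morula and late morula the order was the reverse, with 0.701 and 19.6, and 1.88 and 11.7. The shrinkage of weak peaks by the rlog may shape this ratio, which the deposited values alone cannot show.

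DNA of another strain around a targeted gene would concentrate called peaks there. For *Pou5f1*-KO late ICM the share of called peaks within 20 Mb of *Pou5f1* was 0.861 times that of all peaks, which argues against it. For *Sox2*-KO late ICM the share within 20 Mb of *Sox2* was 1.52 times that of all peaks, past the limit of 1.5 set before, and 2.08 times in early ICM, so strain DNA may add some of those peaks. It cannot carry the comparison, since 98.4% of the called peaks lie elsewhere. Within 5 Mb the ratio was 1.29. Peaks called in *Pou5f1*-KO late ICM, where *Sox2* is not targeted, also had a share of 1.28 times there, so for the peaks near *Sox2* this explanation and a true effect in that region cannot be told apart.

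In lower peaks of *Pou5f1*-KO late ICM the OCT-SOX word had an odds ratio of 6.69 against unchanged peaks matched on GC content and mean rlog, which argues against GC content as its source.

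More peaks were called in *Pou5f1*-KO late ICM than in early ICM, while 0 peaks had a different effect (5678 lower and 6453 higher at an unadjusted p under 0.05). The mean effect over OCT-SOX peaks, relative to other peaks, was lower in late ICM by −0.19, and an exact permutation of the stage labels gave p = 0.052 (4900 permutations, two-sided). With the early ICM libraries paired by replicate number, the same difference gave p = 0.029 by an exact permutation of 70 splits, the smallest possible, in each of 24 pairings of the late ICM libraries, which their numbers do not pair. This argues against an effect of the same size at OCT-SOX peaks, though the result hangs on the pairing. For the called peaks as a whole, a larger effect and an equal effect with a smaller spread cannot be told apart, since 0 single peaks passed the test.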
